# Tubular CPT1A deletion minimally affects aging and chronic kidney injury

**DOI:** 10.1172/jci.insight.171961

**Published:** 2024-03-22

**Authors:** Safaa Hammoud, Alla Ivanova, Yosuke Osaki, Steven Funk, Haichun Yang, Olga Viquez, Rachel Delgado, Dongliang Lu, Melanie Phillips Mignemi, Jane Tonello, Selene Colon, Louise Lantier, David H. Wasserman, Benjamin D. Humphreys, Jeffrey Koenitzer, Justin Kern, Mark de Caestecker, Toren Finkel, Agnes Fogo, Nidia Messias, Irfan J. Lodhi, Leslie S. Gewin

**Keywords:** Metabolism, Nephrology, Chronic kidney disease, Fatty acid oxidation

## Abstract

Kidney tubules use fatty acid oxidation (FAO) to support their high energetic requirements. Carnitine palmitoyltransferase 1A (CPT1A) is the rate-limiting enzyme for FAO, and it is necessary to transport long-chain fatty acids into mitochondria. To define the role of tubular CPT1A in aging and injury, we generated mice with tubule-specific deletion of *Cpt1a* (*Cpt1a*^CKO^ mice), and the mice were either aged for 2 years or injured by aristolochic acid or unilateral ureteral obstruction. Surprisingly, *Cpt1a*^CKO^ mice had no significant differences in kidney function or fibrosis compared with wild-type mice after aging or chronic injury. Primary tubule cells from aged *Cpt1a*^CKO^ mice had a modest decrease in palmitate oxidation but retained the ability to metabolize long-chain fatty acids. Very-long-chain fatty acids, exclusively oxidized by peroxisomes, were reduced in kidneys lacking tubular CPT1A, consistent with increased peroxisomal activity. Single-nuclear RNA-Seq showed significantly increased expression of peroxisomal FAO enzymes in proximal tubules of mice lacking tubular CPT1A. These data suggest that peroxisomal FAO may compensate in the absence of CPT1A, and future genetic studies are needed to confirm the role of peroxisomal β-oxidation when mitochondrial FAO is impaired.

## Abstract 2

CPT1A is the rate-limiting enzyme for fatty acid metabolism, but deleting CPT1A in tubules has minimal effect on aging and chronic kidney disease.

## Introduction

The kidney is a highly metabolically active organ, primarily due to the energy demands of the proximal tubules. The large water and solute reabsorptive capacity of proximal tubules necessitates high rates of ATP production. Thus, proximal tubules have large amounts of mitochondria to generate ATP and preferentially use fatty acid oxidation (FAO), which produces more ATP than glucose, as their preferred energy substrate. Impaired FAO has been described in both acute and chronic kidney injury (1, 2). Reduced FAO not only reflects kidney injury, but also is thought to play an important role in the pathogenesis of kidney injury through diminished ATP, accumulation of intracellular lipids, and reduced mitochondrial function. These effects all promote tubular atrophy and tubulointerstitial fibrosis, the hallmarks of chronic kidney disease (CKD) progression (1, 3, 4).

The aging kidney shares many features of CKD, including glomerulosclerosis, tubulointerstitial fibrosis, and tubular atrophy (5). The pathophysiology of age-associated renal fibrosis is multifactorial and includes the progressive loss of nephrons, cell senescence, inflammation, and dysfunctional mitochondria with ROS production (6–8). Altered metabolism may also play a role in aging-mediated pathological changes in the kidney, as proteins involved in FAO were decreased in the aged rat kidney (9, 10). PPARα transcriptionally upregulates many genes involved in FAO, and aged *Ppara^–/–^* mice had worsened kidney fibrosis (9), suggesting that reduced FAO may be linked mechanistically to aged-induced renal fibrosis.

Carnitine palmitoyltransferase 1 (CPT1) is the rate-limiting enzyme for mitochondrial FAO. CPT1 is part of the carnitine shuttle and is required for long-chain fatty acids (LCFA) to enter the mitochondria for β-oxidation and subsequent entry into the tricarboxylic acid cycle. There are 3 CPT1 isoforms (A, B, C), but CPT1A is the primary isoform expressed in kidney tubules (11, 12). CPT1A expression is reduced in both aged and injured kidneys (1, 9), but whether this decreased expression plays a role in the pathophysiology of the aging or injured kidney is unclear. To address this question, we selectively deleted *Cpt1a* in renal tubules using the inducible Pax8-rTTA;tetO-Cre mice (13) and either aged the mice for 2 years or subjected them to the unilateral ureteral obstruction (UUO) or aristolochic acid nephropathy (AAN) chronic kidney injury models.

## Results

### Tubular CPT1A plays a minor role in function and fibrosis of the aged kidney.

FAO is the primary energy substrate for proximal tubules, but CPT1A is ubiquitously expressed throughout the kidney tubules (12, 14). Single-cell transcriptomics data from Kidney Interactive Transcriptomics (https://humphreyslab.com/SingleCell/) and ATLAS-D2K (https://www.rebuildingakidney.org/id/14-4KPM) unexpectedly showed that the highest gene expression was located in distal tubules in both murine and human kidneys (Figure 1, A and B) (12, 15, 16). We confirmed CPT1A protein expression in the proximal tubule and other nephron segments (Figure 1, C–F). Given CPTA1’s extensive tubular expression, we generated mice with inducible, tubule deletion of CPT1A (*Cpt1a*^CKO^ mice). Robust recombination was confirmed in young and 2-year-old mice (Figure 1, G and H). Young *Cpt1a*^CKO^ mice had about 20% larger kidneys without significant changes in body weight, and this difference in kidney sizes persisted in aged mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.171961DS1). CPT1A is required for LCFA entry into mitochondria and subsequent oxidation, so we postulated that its deletion may lead to accumulation of fatty acids within the tubules. Oil Red O staining on frozen sections demonstrated that both young and aged *Cpt1a*^CKO^ mice had significantly increased tubular lipid droplet accumulation compared with floxed controls, a finding confirmed by increased triglyceride content within *Cpt1a*^CKO^ kidney tissue (Figure 1, I–K).

The aged *Cpt1a*^CKO^ mice had no differences in tubule injury in the outer cortex but had increased tubule injury scores (see Methods) in the inner cortex (Figure 2, A and B). No significant glomerular changes were noted between the aged genotypes. The *Cpt1a*^CKO^ mice had a more significant drop in transdermal glomerular filtration rate (tGFR) and increase in albuminuria with aging compared with the floxed controls, but there were no significant differences in tGFR or albuminuria between the genotypes in aged mice (Figure 2, C and D). Picrosirius red staining (Figure 3, A and B, and Supplemental Figure 2) showed a significant (WT old versus WT young, *P* < 0.0001; KO old versus KO young, *P* < 0.0001) increase in fibrosis in aged mice compared with young mice, but no significant differences in staining between the aged *Cpt1a*^CKO^ mice and floxed controls. Consistent with this, collagen I staining on aged kidney tissue showed no differences between *Cpt1a*^CKO^ and wild type mice (Figure 3, C and D, and Supplemental Figure 2). These data suggest that deleting tubular Cpt1a causes modest tubular injury but does not markedly affect function or fibrosis in the aged kidney.

### Tubular CPT1A deletion increases inflammation but does not affect senescence.

*Cpt1a*^CKO^ mice had increased lipid accumulation (Figure 1, I–K), which is associated with inflammation, and macrophage infiltration (F4/80^+^ cells) was increased in aged *Cpt1a*^CKO^ mice versus *Cpt1a*^fl/fl^ mice (Figure 3, E and F). Another potential cause of inflammation in aged mice is senescence, a state of irreversible cell cycle arrest associated with inflammation. We measured *Il1b* and *Il6* gene expression as well as p16 protein expression, all commonly used markers of senescence, but found no differences between aged *Cpt1a*^CKO^ and *Cpt1a*^fl/fl^ mice (Figure 3, G–J). Thus, aged *Cpt1a*^CKO^ mice have increased fatty acid accumulation and macrophage infiltration but not senescence compared with aged controls.

### Cpt1a^CKO^ mice do not have increased injury or fibrosis after CKD models.

Kidney overexpression of CPT1A was protective in several CKD models (3), so we assessed whether its deletion would be detrimental in chronic injury. AAN targets the proximal tubules and leads to CKD in both humans and rodents (17, 18). CPT1A expression was significantly suppressed 6 weeks after aristolochic acid administration (Figure 4, A and B). Both *Cpt1a*^CKO^ and *Cpt1a*^fl/fl^ mice had increased tubular injury and inflammation 6 weeks after AAN, with elevated blood urea nitrogen levels at 1 and 6 weeks after injury, but there was no difference in renal function between genotypes (Figure 4, C and D). In addition, there were no genotype differences in kidney injury molecule (KIM-1), a marker of proximal tubular injury, in kidney tissue (Figure 4E). Sirius red staining was increased in AAN-injured tissue, but there were no differences in Sirius red staining or collagen I gene expression between genotypes (Figure 4, F–H). Thus, tubular deletion of *Cpt1a* did not worsen tubule injury or fibrosis in the AAN model of CKD.

*Cpt1a*^CKO^ and *Cpt1a*^fl/fl^ mice were also injured by UUO, the classic model of tubulointerstitial fibrosis in which CPT1A decreases after injury (19). At 7 days after UUO, the mice were sacrificed and both genotypes had increased tubule dilation and inflammation, but no differences in *KIM-1* were seen by qPCR between genotypes (Figure 5, A and B). Similarly, collagen I gene expression and Sirius red expression were increased in the UUO-injured kidneys, but there was no difference between genotypes (Figure 5, C–E). In summary, deletion of *Cpt1a* in renal tubules did not worsen response to either AAN- or UUO-induced CKD.

### Aged Cpt1a^–/–^ tubule cells have altered metabolism but are able to oxidize LCFA.

CPT1A, a critical component of the carnitine shuttle that is necessary for movement of LCFA into mitochondria, is considered the rate-limiting enzyme for FAO (11). The accumulation of lipid droplets within tubules of *Cpt1a*^CKO^ mice also suggested a defect in fatty acid metabolism, so we interrogated metabolic changes in primary tubular cells generated from aged *Cpt1a*^CKO^ and *Cpt1a*^fl/fl^ mice. We generated primary proximal tubule–enriched cell populations (primary PT cells) as previously described (20, 21). Primary PT cells were grown in low glucose-containing media and used for bioflux analysis within 5 days of plating to limit glycolytic conversion. Primary PT cells from aged *Cpt1a*^CKO^ mice had a 30% reduced response to palmitate, a LCFA, measured by oxygen consumption rate (OCR) (Figure 6, A–C). Etomoxir, a chemical CPT1 inhibitor commonly used in Seahorse, has been found to have off-target effects at doses above 5 μM, leading to reduced OCR in a FAO-independent manner (22–24). Thus, many effects of etomoxir are not dependent upon CPT1 or FAO.

Oxidative metabolism analyses performed on primary PT cells from young mice also showed a consistent decrease in palmitate response (Figure 6, D–F). Though LCFA-dependent OCR was significantly impaired in primary PT cells from *Cpt1a^CKO^* mice, these cells retained the ability to metabolize LCFA. We further investigated using high-resolution respirometry with Oroboros Oxygraph and showed that kidney cortical tissue ex vivo from young *Cpt1a^CKO^* mice and floxed controls had no difference in LCFA oxidation (Figure 6G). Glycolysis was also analyzed, and primary PT cells from aged *Cpt1a^CKO^* mice demonstrated increased glycolytic capacity and glycolytic reserve, reflecting the cells’ ability to augment glycolysis in response to an energetic demand, compared with that of aged floxed controls (Figure 6, H–J). Thus, tubular cells from aged *Cpt1a^CKO^* mice had a modest but significant impairment in LCFA metabolism and concomitant increased glycolytic capacity. The fact that CPT1A deletion impairs, but not prevents, LCFA suggests that other compensatory mechanisms may be present. However, CPT1A is not required for LCFA oxidation in either primary cells or tissue ex vivo.

Metabolism and mitochondrial function are closely intertwined. Mitochondrial DNA copy number, an approximation of mitochondrial biogenesis and function, was also unchanged in the aged mice between genotypes (Figure 7A). D17 is considered the “common mitochondrial mutation” and was significantly increased in aged compared with young mice (Figure 7B) (25). However, there were no changes in mitochondrial DNA mutation number between genotypes. Expression of mitochondrial complexes, a surrogate for mitochondrial mass, was not decreased in the kidneys from *Cpt1a^CKO^* mice compared with floxed controls (Figure 7, C–H). There was a slight but significant increase in complex II in the aged *Cpt1a^CKO^* kidneys but otherwise no changes after AAN or UUO. Electron microscopy (EM) images showed a significant increase in mitochondrial area in the *Cpt1a^CKO^* mice as well as decreased mitochondrial aspect ratio (AR), suggesting a more rounded mitochondrial morphology that could be consistent with fragmentation in the *Cpt1a^CKO^* mice (Figure 7, I–K). As dysfunctional mitochondrial can be important sources of oxidative stress, we assessed this by immunostaining for 4-hydroxynonenal, a product of lipid peroxidation. Although staining in aged mice was greater than that in young mice, there were no differences between the genotypes (Supplemental Figure 3). Urine F2 isoprostanes, another indicator of oxidative stress, were not significantly changed in aged *Cpt1a^CKO^* mice compared with *Cpt1a^fl/fl^* mice (Supplemental Figure 3). Taken together, there were slight structural changes in mitochondria from Cpt1a^fl/fl^ mice, but no differences in mitochondrial mass, mutations, or oxidative stress in aged mice lacking tubular CPT1A compared with littermate controls.

### PPARα and peroxisomes may compensate in the absence of CPT1A.

Deleting tubular CPT1A did not significantly affect aging or response to CKD models despite robust recombination, increased lipid droplet accumulation, and reduced FAO by bioflux analysis. Furthermore, tubular cells were still able to metabolize LCFA despite the absence of CPT1A. These findings raised two important questions: (a) why do kidneys with reduced FAO and increased lipid accumulation have such a mild phenotype after aging or injury, and (b) how are tubules lacking CPT1A still able to metabolize LCFA (at a reduced rate)? To address the first question, we hypothesized that compensatory changes may protect the *Cpt1a^CKO^* mice. To further explore, we performed RNA-Seq on aged renal cortices. 

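RNA-Seq was performed on renal cortex from 6 *Cpt1a CKO* mice and 5 floxed control mice, all male and aged 24 months. The paper gives the start of the doxycycline diet as 5 weeks of age for 3 weeks, and the sample labels give an age of 5 to 8 weeks for the same 3 weeks. RNA was extracted with a Qiagen RNeasy kit with a DNase step, and the libraries were made with the Illumina TruSeq stranded mRNA kit. The authors aligned reads with STAR 2.7.3a, counted them per gene with HTSeq and tested the genotypes with DESeq2. The genome build and annotation release are not given in the sources used here. The deposited table lists 53801 genes with raw read counts and size-factor-normalized counts for each mouse. Reads counted on genes came to 39628721 to 56241595 per floxed control mouse, with a median of 52163211. In *Cpt1a CKO* mice they came to 43027049 to 57459929, with a median of 48784364.5. From there, raw counts were normalized by TMM, and 18160 genes with enough reads were tested with edgeR 4.0.16 (quasi-likelihood test, robust, with Benjamini-Hochberg adjustment). Values per mouse for single genes are given as CPM (counts scaled to a common library size) after TMM normalization, and those for olfactory receptor genes together as CPM without TMM. Lists of genes were fixed before the data were examined and tested with limma's camera at a preset inter-gene correlation of 0.01. The lists for PPAR signaling, retinol and arachidonic acid metabolism were written from memory of the KEGG pathways, not taken from that database, and the PPAR list leaves out *Cpt1a*.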

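*Cpt1a* (ENSMUSG00000024900, chromosome 19 in the GENCODE M21 annotation), the deleted gene, was read first as a check of the genotypes. It fell from 472 ± 54.4 CPM (SD, n = 5) in floxed control mice to 66.5 ± 21.1 CPM (SD, n = 6) in *Cpt1a CKO* mice, which is 14.1% of the control level. The floxed control mice ranged from 418 to 548 CPM and the *Cpt1a CKO* mice from 38.4 to 97.3 CPM, so every library matched its label (exact permutation test, two-sided p = 0.00216, the smallest p that 6 mice against 5 allow, adjusted p = 0.01 over 79 genes tested this way). The log2 fold change was -2.83 (standard error 0.198, adjusted p = 6.61e-05 from edgeR's quasi-likelihood test). *Cyp4a12b*, a cytochrome P450 of fatty acid ω-hydroxylation with near-identical neighbors that may share its reads, rose from 91.8 ± 15 CPM (SD, n = 5) to 203 ± 26.8 CPM (SD, n = 6). *Atp12a*, which encodes the catalytic subunit of the nongastric H+/K+ ATPase, rose from 0.131 ± 0.0294 CPM (SD, n = 5) to 1.2 ± 0.379 CPM (SD, n = 6).
These were the 2 genes that were higher at an adjusted p under 0.05 from edgeR, and *Cpt1a* was the 1 that was lower. At an unadjusted p under 0.05, 609 genes were higher and 467 lower. DESeq2 on the same genes called 31 higher and 18 lower at an adjusted p under 0.05. With an unadjusted p under 0.05 and a 2-fold difference, 118 genes were higher and 28 lower, of which 93 and 19 were protein coding. The groups did not overlap for 111 of the 18160 genes tested (0.611%, against 0.433% by chance).
Many genes with few reads were highest in the *Cpt1a CKO* mouse S7602. In this library reads on olfactory receptor genes came to 158 CPM (without TMM), against 8.89 to 21.6 CPM in the other 5 *Cpt1a CKO* mice and 10.9 to 40.8 CPM in floxed control mice. Without this mouse, 89 genes were higher and 48 lower at the unadjusted threshold, without the floxed control mouse S2152 these were 182 and 29, and without S2155, S7763 or S2577 the genes lower numbered 44 to 46.

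**Figure D1:**
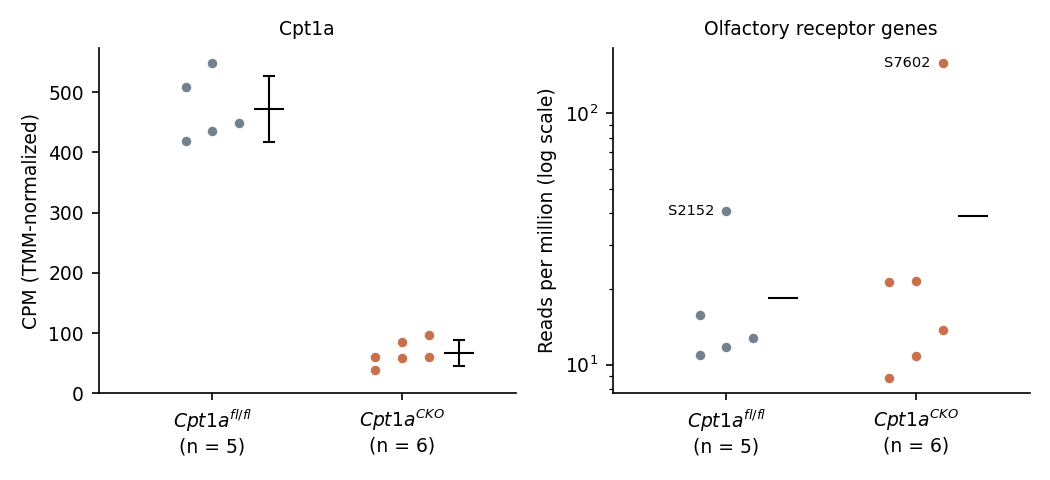
*Cpt1a* in CPM (left) and reads on olfactory receptor genes in CPM without TMM on a log scale (right) for each of 5 floxed control (*Cpt1a fl/fl*) and 6 *Cpt1a CKO* mice. Points are mice, horizontal lines are means, and error bars on the left are SD. *Cpt1a* lies between 38.4 and 97.3 CPM in every *Cpt1a CKO* mouse, and the olfactory receptor reads of mice S7602 and S2152 lie above those of the rest of their groups.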

A total of 302 genes were significantly upregulated and 35 genes downregulated in aged *Cpt1a^CKO^* mice compared with aged floxed controls. 

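Genes of the PPAR signaling and retinol metabolism lists were higher in *Cpt1a CKO* mice as a group by limma's camera (adjusted p = 0.0266 and 0.0256), but not with an estimated correlation (adjusted p = 0.575 and 0.226). In PPAR signaling 35 of 66 log2 fold changes were positive (median 0.0313), and in retinol metabolism 32 of 53 (median 0.0789). The list mean was above every floxed control mouse in 5 of 6 *Cpt1a CKO* mice for PPAR signaling (exact permutation test, two-sided p = 0.0216) and in 2 of 6 for retinol metabolism (exact permutation test, two-sided p = 0.128). Of 66 measured genes of PPAR signaling, *Cyp4a12b* rose at an adjusted p under 0.05 from edgeR, none fell and 65 did not pass, while 10 were higher and none lower when adjusted over the list alone. Of 53 genes of retinol metabolism, *Cyp4a12b* again passed, and 4 were higher and none lower when adjusted over the list alone. One of these was *Aldh1a1*, a retinaldehyde dehydrogenase, at 82.9 ± 16.8 CPM (SD, n = 6) in *Cpt1a CKO* mice and 38.5 ± 13.3 CPM (SD, n = 5) in floxed control mice. Another was *Cyp4a12a*, at 508 ± 117 CPM against 308 ± 64 CPM. DESeq2 called both higher over all genes (adjusted p = 6.2e-05 and 0.00764 from DESeq2). *Retsat*, which saturates retinol, was at 695 ± 164 CPM against 495 ± 60.2 CPM. Of 57 genes of arachidonic acid metabolism, 1 rose over all genes and 3 were higher and none lower when adjusted over the list alone. *Hpgds*, a prostaglandin D synthase, was at 1.58 ± 0.428 CPM against 0.759 ± 0.165 CPM, and *Cbr2*, a carbonyl reductase, was at 9.67 ± 6.18 CPM against 29.4 ± 14.9 CPM.
The PPAR call was lost without any of the mice S2152, S7601, S2578, S2394 or S2397 (camera adjusted p up to 0.111 by limma), and the retinol call without S2578 or S2577 (up to 0.0905). The arachidonic acid list was not called (adjusted p = 0.462 by limma's camera), and its median log2 fold change of -0.0055 lay on the other side of 0 from its mean of 0.0836. These lists overlap, with 6 measured genes shared by PPAR signaling and retinol metabolism and 7 by retinol and arachidonic acid metabolism. Among the 118 genes higher at an unadjusted p under 0.05 and 2-fold, 4 belonged to PPAR signaling against 0.429 by chance (Fisher's exact test, one-sided p = 0.000895, adjusted p = 0.00268 over the 3 lists). There were 3 in arachidonic acid metabolism (Fisher's exact test, one-sided p = 0.00606) and 3 in retinol metabolism (p = 0.00495, exact), both at an adjusted p of 0.00606. The same 2 genes, *Cyp4a12b* and *Cyp4a14*, were among those counted in all 3 lists, so the 3 tests overlap.
Some genes of these pathways had few reads and were highest in mouse S7602. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, had 21 reads in mouse S7602, 10 in mouse S2397 and 0 in each of the other 9 mice. *Cyp4a30b* had 24 and 15 reads in the same 2 mice, and *Pla2g4c* 35 and 13, with at most 2 reads in any floxed control mouse. *Gk2*, a glycerol kinase, had 44 reads in S7602 and at most 20 in any other mouse.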

Several pathways involved in fatty acid metabolism were upregulated, including PPAR, arachidonic acid, and retinol metabolism (Figure 8, A–C). Many of the upregulated genes in aged *Cpt1a^CKO^* mice (e.g., *Fabp1*, *Hmgcs2*) are linked specifically to PPARα, an important stimulator of fatty acid metabolism. 

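*Fabp1* (ENSMUSG00000054422), which encodes a fatty acid binding protein, was several times higher in *Cpt1a CKO* mice. It was at 29.4 ± 17.8 CPM (SD, n = 6) in *Cpt1a CKO* mice and 3.66 ± 1.99 CPM (SD, n = 5) in floxed control mice. Of 38 measured PPARα target genes, listed without *Cpt1a*, 26 rose and none fell when adjusted over the list alone, and 36 had a positive log2 fold change. None passed when adjusted over all genes with edgeR, while DESeq2 called some, such as *Fabp1* and *Vnn1* (adjusted p = 0.0118 from DESeq2). Of 25 genes of mitochondrial fatty acid oxidation, listed without the 3 *Cpt1* genes, 11 rose and none fell when adjusted over the list alone. Among these 25 genes, 11 were PPARα targets as well.
*Fabp1* had a log2 fold change of 3.00 (standard error 0.513, adjusted p = 0.263 from edgeR's quasi-likelihood test, 1.28e-05 from DESeq2). It was higher in each of the 6 *Cpt1a CKO* mice than in every floxed control mouse (exact permutation test, two-sided p = 0.00216). The spread between *Cpt1a CKO* mice was wide, at 13.8 to 59.5 CPM. Among the other members, *Acaa2*, the last thiolase of mitochondrial β-oxidation, was at 1100 ± 247 CPM against 680 ± 102 CPM (adjusted p = 0.00482 from DESeq2). *Acadvl*, the very-long-chain acyl-CoA dehydrogenase, was at 410 ± 28.1 CPM against 344 ± 17.6 CPM, and *Cpt2*, which acts after CPT1 in the carnitine shuttle, at 383 ± 59.2 CPM against 301 ± 24.8 CPM. *Vnn1*, a pantetheinase, was at 312 ± 95 CPM against 185 ± 32.2 CPM. *Ppara* itself was at 82.9 ± 17.3 CPM against 75.9 ± 13.2 CPM (adjusted p = 0.929 from edgeR).
The PPARα target list was called by camera with an adjusted p of 1.1e-23 (adjusted p = 0.226 with an estimated correlation) and a median log2 fold change of 0.36. Its mean over members was above every floxed control mouse in all 6 *Cpt1a CKO* mice (exact permutation test, two-sided p = 0.00433). The mitochondrial list had an adjusted p of 2.72e-08 (adjusted p = 0.266 with an estimated correlation) and a median of 0.16. The paper links genes such as *Fabp1* to PPARα and, from reports by others that PPARα activation and FABP1 are protective, proposes that greater PPARα activity could offset part of the harm of losing tubular CPT1A.

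**Figure D2:**
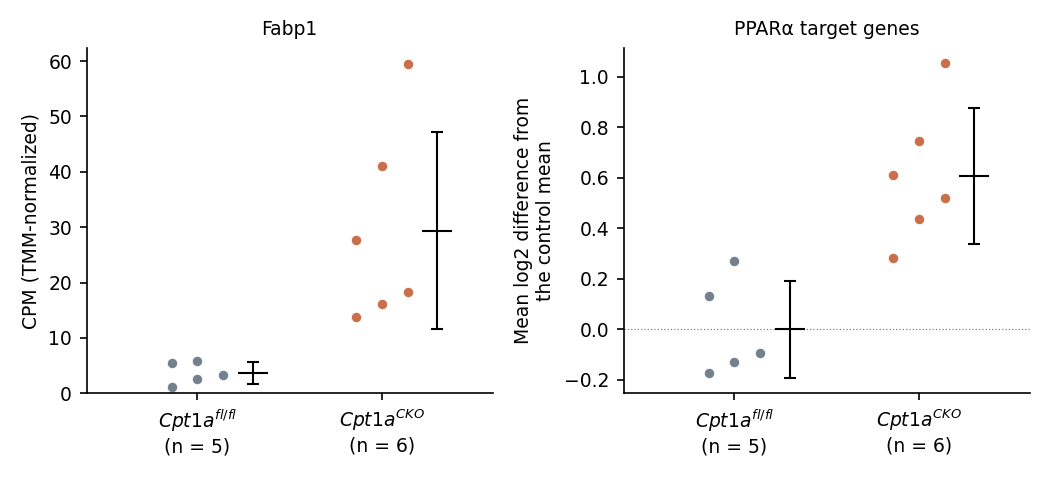
*Fabp1* in CPM, and the mean log2 difference of 38 PPARα target genes from the floxed control mean, for each of 5 floxed control (*Cpt1a fl/fl*) and 6 *Cpt1a CKO* mice. Points are mice, horizontal lines are means and error bars are SD. In each panel the 6 *Cpt1a CKO* mice lie above the 5 floxed control mice.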

We confirmed with qPCR that *Fabp1* is upregulated in aged *Cpt1a^CKO^* mice (Figure 8D). Fabp1 encodes fatty acid binding protein 1 (FABP1), also known as L-FABP, which is restricted to the renal tubules (26); its expression is induced by both PPARα agonists and LCFA (27). Activation of PPARα has been shown by others to be protective in the aging kidney (9), and both PPARα activation and overexpression of FABP1 are protective in cisplatin and ischemia/reperfusion injuries, respectively (27). Thus, upregulated PPARα activity could potentially offset some of the detrimental effects of *Cpt1a* tubular deletion. Another target identified by RNA-Seq may explain why *Cpt1a^CKO^* mice have increased glycolytic capacity and reserve. *Pdk4*, encoding pyruvate dehydrogenase kinase 4 (PDK4), is upregulated in *Cpt1a^CKO^* mice as shown by RNA-Seq, and this increase was validated with increased gene and protein expression in *Cpt1a^CKO^* murine kidneys compared with those of floxed controls (Figure 8, E–G). 

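*Pdk4* (ENSMUSG00000019577) was at 144 ± 78.6 CPM (SD, n = 6) in *Cpt1a CKO* mice and 40.8 ± 16.8 CPM (SD, n = 5) in floxed control mice. It exceeded the highest floxed control mouse in 4 of the 6 *Cpt1a CKO* mice, which ranged from 60.2 to 245 CPM. Of 14 measured genes of pyruvate dehydrogenase, its kinases and phosphatases and the mitochondrial pyruvate carrier, *Pdk4* was the 1 that rose when adjusted over the list alone, and none fell. The carrier subunits *Mpc1* and *Mpc2* were at 229 ± 32.3 CPM against 254 ± 26.8 CPM and 597 ± 40.6 CPM against 655 ± 71.4 CPM. *Pdpr*, a regulator of pyruvate dehydrogenase phosphatase, was at 53.8 ± 10.6 CPM against 44.4 ± 4.19 CPM. Of 30 genes of glycolysis, none passed in either direction, over all genes or over the list alone. At an unadjusted p under 0.05, 1 was higher and 1 lower.
The log2 fold change of *Pdk4* was 1.82 (standard error 0.44, adjusted p = 0.52 from edgeR's quasi-likelihood test, 0.0157 from DESeq2). A two-sided exact permutation test over the mice gave p = 0.013. By camera neither list was called, with an adjusted p of 0.515 for pyruvate dehydrogenase and 0.135 for glycolysis. The glycolysis list was called lower without mouse S2152 (adjusted p = 0.00384 by limma's camera) or S7763 (0.0263). The pyruvate dehydrogenase list had a median log2 fold change of -0.005 and a mean of 0.141.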

PDK4 inhibits pyruvate oxidation by mitochondria through inhibitory phosphorylation of pyruvate dehydrogenase, thus diverting pyruvate to lactate production. This increased PDK4 expression could explain the greater glycolytic capacity in primary cells from *Cpt1a^CKO^* mice (Figure 6, H–J). Future studies are needed to confirm whether the increased glycolytic capacity is mediated by PDK4.

We next explored the question of how *Cpt1a^–/–^* tubular cells are able to oxidize LCFA, albeit at a reduced rate. CPT1A is the most abundant isoform in the kidney, but it is possible that upregulation of CPT1B, normally expressed in the skeletal muscle, heart, and adipose tissue, or CPT1C, usually expressed in the brain and testes, could compensate for the absence of CPT1A (11). However, data from RNA-Seq showed minimal gene expression of both isoforms in kidneys from both genotypes (Supplemental Figure 4). 

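*Cpt1a* was by far the most expressed isoform of the 3, also after its deletion. *Cpt1b* (ENSMUSG00000078937) had 3 to 8 reads per floxed control mouse and 1 to 12 per *Cpt1a CKO* mouse. This corresponds to 0.107 ± 0.039 CPM (SD, n = 5) and 0.136 ± 0.0891 CPM (SD, n = 6). *Cpt1c* (ENSMUSG00000007783) had 69 to 85 reads per floxed control mouse and 37 to 100 per *Cpt1a CKO* mouse, or 1.57 ± 0.245 CPM (SD, n = 5) and 1.49 ± 0.425 CPM (SD, n = 6). In floxed control mice the mean for *Cpt1a* was 4410 times that for *Cpt1b* and 301 times that for *Cpt1c*.
*Cpt1b* had too few reads for the test across genes. Its log2 CPM differed by 0.122 between genotypes (exact permutation test, two-sided p = 0.779). *Cpt1c* had a log2 fold change of -0.08 (standard error 0.249, adjusted p = 0.983 from edgeR's quasi-likelihood test).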

Consistent with this, CPT1B protein expression was not upregulated in the aged *Cpt1a^CKO^* mice or those injured by AAN or UUO (Supplemental Figure 4). Unlike CPT1A/B, CPT1C localizes to the endoplasmic reticulum not mitochondria and is unable to oxidize fatty acids (28, 29). Nonetheless, we measured CPT1C expression by immunohistochemistry, using brain as a positive control and found no expression in either the aged or injured murine kidneys of either genotype (Supplemental Figure 4). Given the lack of gene expression and protein expression of CPT1B/C, other CPT1 isoforms are unlikely to mediate FAO in tubules lacking CPT1A.

PPARα stimulates FAO by both mitochondria and peroxisomes, so we used a PPARα inhibitor to investigate whether this pathway was mediating FAO in the *Cpt1a^CKO^* tubules. Primary PT cells with CPT1A intact had a significant response to the PPARα inhibitor, but no response was observed in PT cells lacking CPT1A (Figure 8, H and I). It is possible that the PPARα inhibitor was blocking mitochondrial FAO (CPT1A is a downstream target), thus equalizing the response to palmitate between genotypes. However, PPARα activity is not responsible for the compensatory LCFA oxidation by PT cells lacking CPT1A.

Another potential pathway whereby Cpt1a-deficient tubule cells may oxidize LCFA is through peroxisomes, organelles that usually metabolize very-long-chain fatty acids (VLCFA) (Figure 9A). Others have shown that when the mitochondrial carnitine shuttle (CPT1/CPT2) is impaired in cells in vitro, peroxisomes compensate by oxidizing LCFA into medium-chain fatty acids, which are able to enter the mitochondria without the need for CPT1A or the carnitine shuttle (Figure 9B) (30, 31). As peroxisomes are the only organelles that metabolize VLCFA (≥22 carbons), we analyzed VLCFA concentrations in the *Cpt1a^CKO^* murine kidneys as a reflection of peroxisomal activity. Consistent with increased peroxisomal activity, kidneys from *Cpt1a^CKO^* mice had lower levels of total VLCFA (Figure 9, C and D).

Peroxisomes are localized to proximal tubules, so bulk RNA-Seq may have missed PT-specific changes in transcripts of peroxisomal FAO enzymes thought to reflect enzyme activity (32, 33). Therefore, we performed single-nucleus RNA-Seq (sn-RNA-Seq) on 3-month-old mice. 

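In bulk renal cortex, genes of peroxisomal fatty acid oxidation were slightly higher in *Cpt1a CKO* mice as a group by limma's camera (adjusted p = 0.0266), but not with an estimated correlation (adjusted p = 0.613). Of 27 log2 fold changes 17 were positive, and the list mean was above every floxed control mouse in 4 of 6 *Cpt1a CKO* mice (exact permutation test, two-sided p = 0.0628). *Ehhadh*, the bifunctional enzyme, was at 1100 ± 393 CPM (SD, n = 6) in *Cpt1a CKO* mice and 708 ± 84.2 CPM (SD, n = 5) in floxed control mice, with the highest value, 1850 CPM, in mouse S2155. *Abcd3*, the peroxisomal acyl-CoA transporter, was at 497 ± 60.5 CPM against 418 ± 54.9 CPM. Of 27 measured genes of the list, none passed in either direction at an adjusted p under 0.05 from edgeR, over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 9 were higher and 2 lower. DESeq2 called 1 of the 27 higher over all genes, *Acsl1*, an acyl-CoA synthetase also found in mitochondria (adjusted p = 0.0197 from DESeq2). *Acsl1* was at 444 ± 119 CPM against 264 ± 61.9 CPM, and *Eci2* at 161 ± 18.5 CPM against 137 ± 5.64 CPM. *Eci3*, a paralog of *Eci2*, was at 239 ± 32.7 CPM against 292 ± 15.9 CPM.
The log2 fold changes were 0.64 for *Ehhadh* (standard error 0.198, adjusted p = 0.682 from edgeR) and 0.25 for *Abcd3* (standard error 0.101, adjusted p = 0.795). A two-sided exact permutation test over the mice gave p = 0.0173 for *Ehhadh* and p = 0.0606 for *Abcd3*. The median log2 fold change of the list was 0.11, and its call was lost when any of the mice S2152, S7762, S2155, S2394 or S2577 was left out, with camera adjusted p up to 0.107.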

Unsupervised hierarchical clustering of individual nuclei isolated from cortical tissues defined 16 clusters with strong enrichment of known cell-type-specific marker genes (Figure 9, E and F). As expected, uniform manifold approximation and projection (UMAP) plots highlight the enrichment of peroxisomal genes in proximal tubule segments (Supplemental Figure 5). Differential gene expression analysis of proximal tubule segments revealed increased expression of *Acox1*, which encodes the rate-limiting enzyme for peroxisomal FAO, as well as *Ehhadh*, which is also involved in peroxisomal FAO (Figure 9, F and G, and Table 1) (32, 34). Both of these peroxisomal FAO genes were among the top 10 most upregulated transcripts in the S1 segment of the proximal tubule. The gene encoding transporter ABCD3, required for compensatory peroxisomal FAO of LCFA when the carnitine shuttle is impaired (30), was also significantly increased in PT segments (Figure 9, F and G, and Table 1). Validation of increased peroxisomal FAO enzyme expression at the protein level is shown using immunohistochemistry for EHHADH (Figure 9, H and I). Taken together, the increase in peroxisomal FAO enzyme gene expression coupled with decreased VLCFA concentrations strongly supports increased peroxisomal activity as a compensatory mechanism to metabolize LCFA in the absence of CPT1A.

## Discussion

Unexpectedly, renal injury and fibrosis were minimally affected in the conditional *Cpt1a*-knockout (*Cpt1a^CKO^*) mice despite robust recombination. Deleting Cpt1a partially, but not completely, impaired FAO in primary PT cells, suggesting that CPT1A is not required for FAO. 

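Among 43 gene lists fixed before the data were examined, the PPARα targets ranked first, and the broader PPAR signaling list seventh, among those higher in *Cpt1a CKO* kidneys by camera. None of the lists called, higher or lower, was called with an estimated correlation (adjusted p of 0.226 or more by limma's camera) or by fry. The lists called higher were, in order, PPARα targets, macrophage markers, mitochondrial fatty acid oxidation, T and NK cell markers, retinol metabolism, peroxisomal fatty acid oxidation, PPAR signaling and tubule injury markers. Of 20 tubule injury markers, 15 had a positive log2 fold change, and 1 was higher and 1 lower when adjusted over the list alone. Their mean gave p = 0.132 (exact permutation test, two-sided). The lower one, *Clu*, was at 375 ± 39.6 CPM (SD, n = 6) in *Cpt1a CKO* mice and 528 ± 113 CPM (SD, n = 5) in floxed control mice. Macrophage markers had a median log2 fold change of 0.37, and 3 of 25 were higher and none lower when adjusted over the list alone. *C1qa*, a complement component made by tissue macrophages, was at 18 ± 3.68 CPM (SD, n = 6) in *Cpt1a CKO* mice and 12.2 ± 2.26 CPM (SD, n = 5) in floxed control mice. Lists called lower were synthesis of cholesterol and fatty acids, nuclear subunits of oxidative phosphorylation, markers of the distal convoluted and connecting tubule, markers of proximal tubule S3, clock genes and complex II.
Lists called at an adjusted p under 0.05 numbered 14, and the other 29 were not called. With an estimated correlation 6 lists had an unadjusted p under 0.05. Without mouse S2577 the number called was 8, and without S2578 it was 9. The call for T and NK cell markers was lost without mouse S2397 (adjusted p = 0.516 by limma's camera) or S2577 (0.135), and that for tubule injury markers without S2152, S7762, S2582, S2155, S2397 or S2577 (up to 0.302). That for proximal tubule S3 was lost without S7601, S2578, S2155 or S2577 (adjusted p up to 0.13 by limma's camera), that for clock genes without S7762, S2582, S2578, S2155, S7602 or S2577 (up to 0.217) and that for complex II without S7601, S7762, S2578, S2155, S2394 or S7763 (up to 0.167).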

The PPAR pathway was identified by bulk RNA-Seq as the most upregulated pathway in aged kidneys lacking tubular CPT1A. However, compensatory changes in PPARα were not responsible for the ability of tubules lacking CPT1A to oxidize LCFA. Peroxisomes, the only other organelle capable of FAO, can compensate for LCFA metabolism when CPT1 or CPT2 are blocked in vitro (30, 31). Consistent with this, *Cpt1a^CKO^* kidneys had decreased levels of VLCFA, exclusively metabolized by peroxisomes, and increased gene expression of peroxisomal FAO enzymes. Taken together, these findings suggest compensatory increased peroxisomal β-oxidation in *Cpt1a^CKO^* kidneys.

The aging kidney is associated with altered lipid metabolism and decreased expression of genes involved in mitochondrial function and metabolism (35, 36). The highly metabolic proximal tubule requires FAO to properly function, and CPT1A, the rate-limiting enzyme for FAO, is decreased in aging and injured kidneys (1, 35). Furthermore, recent data suggest that overexpressing tubular Cpt1a is protective in kidney injury, and this is associated with increased FAO and improved mitochondrial function (3). However, whether CPT1A is required to maintain healthy tubules during aging and injury was unclear. Surprisingly, when we deleted *Cpt1a* in adult kidney tubules, the mice had a very subtle aging phenotype and no difference in renal function or fibrosis after renal injury. How do we reconcile the protective actions of CPT1A in the literature with the relatively mild aging phenotype and lack of effect in two CKD models? It is possible that augmenting FAO is protective as recently reported (3), but CPT1A might not be required for FAO and compensatory mechanisms (e.g., peroxisomal FAO) may abrogate the deleterious effects of *Cpt1a* deletion and compromised FAO.

Aged *Cpt1a^CKO^* mice had reduced palmitate-dependent oxidation, increased histological tubular injury in the inner cortex, increased inflammation, and significantly more Oil Red O staining and triglyceride accumulation, suggesting lipid accumulation. The fact that *Cpt1a^CKO^* mice have increased intracellular lipid accumulation but not increased fibrosis is consistent with prior data showing that overexpression of the fatty acid transporter CD36 increased tubular lipids but not fibrosis (1). Increased lipid accumulation has been associated with tubular injury and inflammation (37, 38), so these changes in the aged *Cpt1a^CKO^* mice may be a result of increased intracellular lipids.

The ability of tubules from *Cpt1a^CKO^* mice to metabolize LCFA, albeit at a reduced rate, was unexpected, given the need for a properly functioning carnitine shuttle to import palmitate to the mitochondria. Markedly reduced CPT1A expression was confirmed by immunofluorescence (IF) (Figure 1G), immunoblots (Figure 1H), and gene expression from RNA-Seq (Supplemental Figure 4). There was no evidence by gene expression or protein levels of CPT1B or CPT1C compensating in the absence of CPT1A (Supplemental Figure 4). CPT1C is not localized to the mitochondria and is unable to oxidize LCFA (28, 29), making it unlikely to explain the retained ability of tubule cells lacking CPT1A to oxidize LCFA.

A likely explanation for how *CPT1A^–/–^* tubule cells oxidize LCFA is that peroxisomes compensate to oxidize LCFA into MCFA, which can then enter the mitochondria independent of CPT1A for further metabolism. Peroxisomes typically oxidize VLCFA rather than LCFA, but when the carnitine shuttle is impaired, peroxisomes can oxidize LCFA such as palmitate in vitro (30, 31). Some have even defined peroxisomal FAO as palmitate oxidation in the presence of the CPT1A inhibitor etomoxir (39). Several findings support a compensatory upregulation of peroxisomal activity in the *Cpt1a^CKO^* kidneys. First, RNA-Seq data revealed upregulated gene expression in the PPAR pathway and of PPARα target genes in the *Cpt1a^CKO^* kidneys. PPARα is a well-known, potent stimulator of FAO in both mitochondria and peroxisomes. More specifically, the gene for FABP1 (*Fabp1*) was significantly upregulated in *Cpt1a^CKO^* kidneys, and others have shown a connection between FABP1 and peroxisomal proliferation and β-oxidation (27, 40). Pharmacologic inhibition of CPT1 in hepatocytes in vitro was associated with both upregulation of peroxisomal β-oxidation and FABP1 expression (41). The increased *Fabp1* gene expression in *Cpt1a^CKO^* kidneys suggests stimuli for augmented peroxisome activity. In addition, the reduced levels of VLCFA, exclusively metabolized through peroxisomes, provide functional data supportive of increased peroxisomal activity in kidneys with tubular deletion of Cpt1a. In addition, gene expression of *Acox1*, encoding the rate-limiting enzyme for peroxisomal FAO, and *Ehhadh*, another peroxisomal FAO enzyme were among the top 10 most upregulated genes within the S1 segment of the proximal tubule. The gene for ABCD3 was also significantly upregulated, and this transporter was shown by others to be required for compensatory peroxisomal FAO of LCFA in the absence of a functional carnitine shuttle (i.e., CPT1/2) (30). This upregulated peroxisomal FAO gene expression likely did not appear on bulk RNA-Seq owing to the dilution by nonproximal tubule cells. Unlike mitochondrial metabolism, which is constitutive, peroxisomal FAO is inducible, and synthesis of FAO proteins correlates well with enzyme activity (32, 33). Taken together, the increased expression of genes in the PPARα pathway, reduced VLCFA, and increased gene expression of peroxisomal FAO enzymes in the *Cpt1a^CKO^* mice strongly suggest increased peroxisomal FAO.

In addition to changes in FAO, tubular cells from *Cpt1a^CKO^* mice also had increased glycolytic capacity. Increased PDK4, which blocks pyruvate oxidation, could account for this increased glycolytic capacity. *Pdk4* gene expression is stimulated by both increased levels of fatty acids and the PPARα pathway (42), and we have evidence supporting both of these stimuli in the *Cpt1a^CKO^* mice (Figure 1, I–K, and Figure 8, A–D). No major significant reductions in mitochondrial complex expression were observed in *Cpt1a^CKO^* mice, but changes in mitochondrial morphology were noted by EM. It is also possible that subtle mitochondrial impairment could also lead to increased glycolytic capacity, though no basal differences in glycolysis were observed. It is possible that a switch to a more glycolytic capacity may be related to the increased kidney weight of *Cpt1a^CKO^* mice (Supplemental Figure 1). Alternatively, increased PPARα activity has been linked to renal proximal tubular hypertrophy (43). Further understanding of the mechanism of increased kidney weight in *Cpt1a^CKO^* mice will be pursued in future studies.

The aged *Cpt1a^CKO^* kidneys demonstrated subtle tubular injury, but the mild phenotype was somewhat surprising given the reduced FAO and this association with injury. Increased PPARα activity has been shown to protect against age-related renal fibrosis (9, 44), so it is possible that the compensatory increase in gene expression in the PPAR pathway offsets some of the detrimental effects of *Cpt1a* deletion, whether dependent on peroxisomes or not. It is also possible that other pathways (e.g., retinol metabolism, arachidonic acid metabolism) identified by RNA-Seq that are upregulated in the aged *Cpt1a^CKO^* kidneys may contribute to the milder-than-expected phenotype. RNA-Seq data show increased gene expression in the PPAR pathway and of PPARα targets specifically, but this does not necessarily mean increased PPARα activity. We confirm that PPARα activity is not responsible for the ability of tubule cells lacking CPT1A to oxidize LCFA.

Another group reported that *Cpt1a* deletion in renal tubules exacerbated injury induced by folic acid (45). RNA-Seq identified several genes in the family of ATP-binding cassette (ABC) transporters (e.g., *Abcd4*, *Abcg5*) as well as solute carrier transporters that are significantly upregulated in the *Cpt1a^CKO^* murine kidneys. These transporters have been linked to renal handling of folic acid (46), so it is possible that *Cpt1a^CKO^* mice sustained greater injury in the folic acid model due to increased uptake of folic acid through these upregulated transporters. 

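No ABC transporter passed at an adjusted p under 0.05 from edgeR or DESeq2, while 5 of 40 were higher and 1 lower at an unadjusted p under 0.05. *Abcd4* (ENSMUSG00000021240), of the lysosomal cobalamin export pathway, was at 41.5 ± 8.46 CPM (SD, n = 6) in *Cpt1a CKO* mice and 40.8 ± 5.56 CPM (SD, n = 5) in floxed control mice. *Abcg5* (ENSMUSG00000040505), a sterol transporter subunit, was at 0.438 ± 0.41 CPM (SD, n = 6) against 0.145 ± 0.0667 CPM (SD, n = 5). The highest value for *Abcg5*, 1.26 CPM, was in mouse S7602, and the next highest was 0.338 CPM. *Abcb4*, a phospholipid transporter, was at 1.46 ± 0.345 CPM against 0.694 ± 0.251 CPM. *Abcg1*, a sterol exporter, was at 3.98 ± 0.769 CPM against 6.15 ± 2.53 CPM. Of 325 solute carriers, 15 were higher and 16 lower at an unadjusted p under 0.05, and none passed at an adjusted p under 0.05 from edgeR. With DESeq2 2 passed, *Slc6a19* higher and *Slc25a35* lower. *Slc25a35* was at 21.75 ± 1.86 CPM against 28.05 ± 2.6 CPM. *Slc22a5*, the carnitine transporter, passed with neither and was at 430.8 ± 77.6 CPM against 330.8 ± 20.2 CPM. *Slc6a19*, a neutral amino acid transporter, was at 395.5 ± 38.7 CPM against 316.8 ± 11.8 CPM. *Abcb4*, *Abcg1*, *Slc22a5*, *Slc6a19* and *Slc25a35* were chosen for mention after their values were seen.
*Abcd4* had a log2 fold change of 0.02 (standard error 0.134, adjusted p = 0.995 from edgeR's quasi-likelihood test), and *Abcg5* one of 1.57 (standard error 0.595, adjusted p = 0.772), which was 0.90 without mouse S7602. At an unadjusted p under 0.05 and 2-fold, 2 ABC transporters were higher (5% of 40, against 0.64% of other genes, Fisher's exact test, two-sided p = 0.0278) 0 without mouse S7602, 1 without S7762 and 4 without S2582. There was 1 such solute carrier (0.308% of 325, against 0.656% of other genes, two-sided p = 0.727, Fisher's exact test), 0 without mouse S7762 or S2394 and 2 without S7601. By camera, ABC transporters had p = 0.00063 (p = 0.094 with an estimated correlation) and a median log2 fold change of 0.11, and solute carriers had p = 0.266.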

In the hepatocyte, both genetic and pharmacologic inhibition of Cpt1a was paradoxically beneficial through reduced endoplasmic reticulum stress (47), suggesting that augmenting CPT1A might not always have beneficial effects and could be problematic as a therapeutic approach.

FAO is an important energy source for proximal tubules, but the expression of CPT1A is widespread throughout the kidney tubules. In fact, the distal convoluted tubule has the greatest gene expression of *Cpt1a* (Figure 1, A and B). Consistent with this, tubules with the strongest CPT1A protein staining lacked LTL but stained for the distal tubule marker NCC (Figure 1, C and D). This finding calls into question whether the distal convoluted tubule utilizes FAO, in contrast to the conventional dogma that distal tubules are more glycolytic. Given the widespread tubular expression of CPT1A, we took the approach of deleting CPT1A throughout the tubule.

In summary, deletion of tubular CPT1A minimally affected aging and had no effect on two models of CKD. Consistent with this, patients with CPT1A deficiency do not have major kidney defects (some with renal tubular acidosis) (48). Additionally, we showed that CPT1A deletion impaired, but did not completely block, oxidation of LCFA, suggesting compensatory pathways for LCFA metabolism. RNA-Seq data showed upregulation of the PPAR pathway and PPARα targets specifically, but this pathway was not responsible for compensatory LCFA oxidation in *CPT1A^–/–^* PT cells. Our data suggest that peroxisomes may compensate to allow for LCFA oxidation in the absence of CPT1A, but confirmatory studies with genetic models are needed. While CPT1A has garnered much attention related to proximal tubular FAO, peroxisomal FAO may be more important than previously recognized, particularly when mitochondrial FAO is impaired.

## Methods

### Sex as a biological variable.

Only male mice were used as there are sex-specific differences in expression of certain proteins involved in metabolism (34).

### Animal aging and injury studies.

To generate mice lacking CPT1A in kidney tubules, *Cpt1a^fl/fl^* mice provided by Toren Finkel were crossed with the Pax8-rTTA;tetO-Cre mice (13), and all mice are on a mixed background. Recombination was induced by placing 5-week-old male mice on a doxycycline-containing diet for 3 weeks. For aging studies, mice were aged for 24 months and then sacrificed, with “young” mice controls being 8–14 weeks old. For AAN, 8- to 12-week-old mice were given 5.5 mg/kg aristolochic acid (MilliporeSigma, 9451) by i.p. injection 3 times per week for 2 weeks (total 6 injections) and sacrificed 6 weeks after the last injection. UUO was performed by exposing the right kidney through a dorsal incision and ligating the ureter just distal to the renal pelvis. Mice were sacrificed 7 days later.

### Injury score.

Tubular injury was scored by colleagues in pathology, unaware of the treatment status of the mice. All cortical ×400 fields were scored as follows: 0, no injury; 1, 1%–25%; 2, 26%–50%; 3, 51%–75%; and 4, 76%–100%. Tubular injury was defined as protein cast formation, tubular dilatation, tubular cell swelling, vacuolization, or tubular cell degeneration. Glomerular injury (glomerulomegaly, mesangial expansion, hypercellularity, adhesions to Bowman’s capsule, endocapillary hypercellularity and hyaline deposits) were assessed but not quantified, as no significant injury was noted.

### Immunohistochemistry, staining, and EM.

Paraformaldehyde-fixed (PAFA-fixed), paraffin-embedded tissues were rehydrated, and antigen target retrieval was performed with 100 mM Tris buffer (pH 10) for immunohistochemistry or citrate buffer (Biogenex) for IF in a pressure cooker. The following primary antibodies were used: CPT1A (Abcam, ab128568), F4/80 (Abcam, ab6640), collagen I (Abcam, 34710), LTL-biotin (Vector Laboratories, B-1325), Aquaporin 2 (Novus, NB110-74682), NaCl Cotransporter (NCC, MilliporeSigma, AB3553), and Na-K-Cl Cotransporter (Thermo Fisher Scientific, 18970-1-AP). For immunohistochemistry, tissues were incubated with the appropriate biotinylated secondary antibody (Vector Laboratories), amplified with ABC Elite peroxidase (Vector Laboratories), and detected by DAB (MilliporeSigma, D4293). For IF, tissues were incubated with the appropriate secondary antibody and mounted in Prolong Gold with DAPI (Invitrogen, P36941). Rehydrated paraffin-embedded slides were incubated overnight with Picrosirius red (MilliporeSigma, 36-554-8), briefly washed in acetic acid, and dehydrated. Uninjured tissue and tissue without the primary antibody were used as negative controls. Images were taken with either a Nikon Eclipse E600 or Nikon Eclipse Ti2 microscope.

For Oil Red O staining, kidney tissue was fixed in 4% PAFA for 3 hours at room temperature, following by overnight incubation in 30% sucrose at 4°C, washed, and embedded in OCT media. Frozen sections (5 μM) were cut by cryostat, fixed with PAFA for additional 15 minutes followed by 60% isopropanol, and incubated with Oil Red O (saturated in isopropanol then diluted to 60%, MilliporeSigma). After staining, slides were dipped in 60% isopropanol and counterstained with Meyer’s hematoxylin. For quantification of staining, images of 10 fields were quantified using ImageJ (NIH), and both image acquisition and quantification were done without knowledge of the tissue’s genotype.

For EM, kidney tissue was fixed in a PAFA/glutaraldehyde solution and then processed and sectioned by the Molecular Microbiology Imaging Facility at Washington University in St. Louis. Acquired images of mitochondria were analyzed using NIH-developed ImageJ software. Mitochondrial area and AR, derived from lengths of major and minor axes, were measured with an AR value of 1 indicating a circle, and higher values indicating more elongated structure (49).

### Renal function and proteinuria.

Blood from the tail vein was collected from injured mice prior to euthanasia, placed in heparinized tubes, and centrifuged, and the plasma supernatant was used with Thermo Infinity Urea Reagent to determine blood urea nitrogen levels. tGFR was assessed by measurements of FITC-sinistrin clearance as previously described (50, 51). Briefly, FITC-sinistrin (MediBeacon Gmbh) at 0.15 mg/mg body weight was injected, and the half-life of FITC-sinistrin was calculated with a transdermal device using a 3-compartment model with linear fit using MPD Studio software, and half-life was converted to tGFR (μL/min/100 gm body weight). Proteinuria was quantified using the Exocell Albuwell M Test Kit and Creatinine Companion.

### Immunoblots.

Kidney tissue was minced in lysate buffer (150 mM NaCl, 50 mM Tris-HCL, 1 mM EDTA, and 2% SDS plus phosphatase and protease inhibitors), sonicated, centrifuged, reduced with dithiothreitol, and quantified using the BCA protein assay (Thermo Fisher Scientific). Proteins were separated by SDS-PAGE, transferred to nitrocellulose membranes, and incubated with the following primary antibodies: CPT1A (Abcam, ab128568), CPT1B (Santa Cruz, sc-20670), VDAC (Abcam, ab154856), p16 (Abcam, ab211542), GAPDH (Santa Cruz, sc-25778), and β-actin (Cell Signaling, 3700). Appropriate HRP-conjugated secondaries were used followed by ECL, and bands were detected by GeneGnome (Syngene) and quantified by ImageJ.

### qPCR.

RNA was extracted from cortical tissue and cells using the QIAGEN RNeasy Mini Kit, and Bio-Rad’s iScript cDNA Synthesis Kit generated cDNA. RNA was isolated from renal cortices that were mechanically disrupted in Lysis Matrix Tubes (MP Biomedicals) containing the lysis buffer (RLT) supplemented with 1% β-mercaptoethanol before being purified on the silica membrane RNeasy spin columns. Quantitative real-time PCR was performed with 25–100 ng cDNA and iQ SYBR Green Supermix using the Bio-Rad CFX96 thermal cycler. Relative mRNA expressions were determined by the ΔΔCT equation, and Gapdh was used as a reference gene. The primers used are listed in Supplemental Table 1.

### Generation of primary proximal tubule–enriched cells for measurement of oxygen consumption.

Proximal tubule–enriched cell populations were generated as previously described (21) and characterized (20). Briefly, kidney cortical tissue was finely minced and digested in collagenase II (1 mg/mL), dispase (1 mg/mL), DNAse (1:100) in RPMI for 45 minutes at 37°C in a shaker. The slurry was strained with a 70 μM filter, washed with RPMI and centrifuged 3 times, and plated in RPMI 1640 with 10% FBS, 1 mM glucose, penicillin/streptomycin, and supplements (hydrocortisone, insulin, transferrin, selenium, and triiodothyronine, ascorbate). After the first 2 days, ascorbate was removed and FBS was reduced to 5%.

### Bioflux analysis.

Four days after initial plating, primary cells were replated on 24-well plates (100,000 cells per well) to be analyzed the following day using a Seahorse XF24. For measurement of fatty acid–dependent OCR, cells were plated in a low-glucose KHB media (111 mM NaCl, 4.7 mM KCl, 1.25 mM CaCl_2_, 2 mM MgSO_4_, 1.2 mM NaH_2_PO_4_, glucose 0.5 mM, 0.5 mM carnitine, and 5 mM HEPES with pH adjusted to 7.4). Glycolysis was measured separately using cells plated in Seahorse XF Base Medium with 1 mM glutamine, pH 7.4, and extracellular acidification rate was assessed at baseline, after addition of glucose, then 2-deoxyglucose, and antimycin/rotenone. Protein amounts were quantified using the SRB assay (BioVision). Analyses on young mice were done using Seahorse XF96, so cells were plated on a 96-well plate (63,000 per well). OCR was measured at baseline and after the injections of palmitate/BSA (175 μM, oligomycin, 3 μM), FCCP (2 μM), and antimycin/rotenone (2 μM). GW66471 (5 μM, S2798 Selleckchem) was used as PPARα inhibitor. After Seahorse analyses, the OCR was normalized to number of cells determined after methanol fixation, DAPI staining, and counting with Lionheart FX imager (Biotek).

### Measurement of F2-isoprostanes.

Urinary F2-isoprostanes were measured by Vanderbilt University Medical Center’s Eicosanoid Core Laboratory using gas chromatography/negative ion chemical ionization mass spectrometry and normalized by creatinine.

### Mitochondrial DNA copy number and common mutation.

Nuclear and mitochondrial DNA were isolated using a DNeasy kit (Qiagen), and the mitochondrial gene *ND1* was quantified by qPCR and normalized to the nuclear-encoded actin to measure mitochondrial DNA copy number. To reflect mitochondrial DNA mutations, we used the common *D17* mutation as previously described (25) and normalized to mitochondrial gene expression (ND1).

### Bulk RNA-Seq.

RNA was isolated from cortical tissue as described in *qPCR*, and the Illumina TruSeq stranded mRNA kit was used to generate a library prep with the NovaSeq sequencer and an average read length of 100 base pairs. Alignment was performed using STAR (v2.7.3a) aligner, with the raw read counts estimated using HTSeq and normalized using DESeq2. The aligned reads were used for estimating expression of the genes using cufflinks (v2.2.1), and expression values were reported in fragments per kilobase per million. Data quality check was performed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) with low-quality sequence reads excluded from analysis. Overrepresentation analysis, gene set enrichment analysis, and pathway analysis was performed for significantly differentially expressed protein coding genes. Database for Annotation, Visualization and Integrated Discovery (DAVID; https://david.ncifcrf.gov) v6.8 and Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg/) were used for pathway analysis. Overrepresentation analysis and gene set enrichment analysis were performed using an R bioconductor package clusterProfiler (v3.13.4). Medgenome was used to carry out both the RNA-Seq and data analysis.

### Fatty acid extraction and mass spectrometric analysis.

Kidney tissue samples were homogenized in ice-cold PBS, and fatty acids were extracted as previously described (52). Briefly, 50 mg protein kidney homogenates containing 60 pmol internal standard (docosanoic-22,22,22-D_3_ acid) were transferred to glass tubes and subjected to complete hydrolysis using acid hydrolysis reagent (CH_3_CN/37% HCl, 4:1) followed by extraction of fatty acids using hexane. The isolated fatty acids were analyzed by electrospray ionization mass spectrometry using a Thermo LTQ Orbitrap Velos mass spectrometer, operated using Xcalibur software (Thermo Fisher Scientific).

### Tissue triglyceride measurements.

Tissue TAG levels were measured using Triglycerides Reagent (Thermo Fisher Scientific, TR22421) and Triglyceride Standard (Pointe Scientific, T7531STD) according to a modified protocol (53). In brief, tissue samples were homogenized in PBS (1/30, w/v). Then, 2.5 μL of the standard or sample homogenization and 250 μL of the reagent were added to each microplate well. After incubation at 37°C for 10 minutes, absorbances at 500 nm were measured using a plate reader from Tecan.

### High-resolution respirometry on kidney tissue ex vivo.

Small pieces of cortical tissue (1–3 mg wet weight) from kidneys from young mice (2–4 months old) were dissected in BIOPS (54) and washed twice in Buffer Z (55). Oxygen consumption was measured in Buffer Z at 37°C (Oxygraph O2k, Oroboros Instruments) in the presence of fatty acid substrate and tricarboxylic acid intermediates (0.5 mmol/L malate, 2 mmol/L L-carnitine, 20 μM palmitoyl-CoA, 2 mmol/L ADP, 10 mmol/L succinate).

### Single-nuclear RNA-Seq and informatics.

Cortical tissues were immediately snap frozen and stored in liquid nitrogen until single-nucleus suspension preparation. Tissues were thawed, minced, and homogenized in Nuclei EZ lysis buffer (MilliporeSigma) with a mortar and pestle (DKW) as previously described (16). Nuclei were counted and barcoded with a 10X Genomics’ 3′ v3.1 kit and protocol at 10,000 cells per sample, according to the manufacturer’s instructions. Libraries were constructed with 10X Genomics’ library preparation kit and sequenced on a NovaSeq6000 (Illumina) at up to 50 million reads per cell at Washington University’s Genome Technology Access Center. Count matrices produced for each sample with the CellRanger package were processed in the SoupX package (v. 1.4.2) to remove ambient background signals (56), using a contamination rate of 0.3, and then filtered for cell-cell doublets twice with the DoubletFinder package (v. 2.0.3) (57). Samples were then merged into a single object and filtered to include only cells containing 750–5,000 genes per cell, 12,500 maximum transcripts per cell, less than 0.5% mitochondrial gene content, 0.05% hemoglobin gene content, and 5% ribosomal subunit-associated gene content. All mitochondrial and hemoglobin genes were deleted after inclusion filters. Remaining cells were log transformed and scaled, with determination of variable features and PCA analysis using default settings in Seurat (v. 4.4.0) (58). The data were integrated with the Harmony package (v. 1.0.3) using samples as the covariate, with sigma = 0.07 and no early stop (59). Clusters were refined by removing additional doublets from each individual cluster, with doublet subclusters defined as low cell number clusters with distinct transcript and/or gene counts expressing marker genes associated with multiple cell types. The curated data set was finally clustered at a cluster resolution of 0.2 and visualized by UMAP using the harmony reduction at 26.5 dimensions in Seurat (v. 4.4.0). Up- and downregulated differential gene expression comparing Cpt1a^CKO^ to Cpt1a^fl/fl^ cells within each cluster was performed using the FindMarker function in Seurat, at default thresholds.

### Statistics.

Results are shown as the mean ± SD. GraphPad Prism9 was used to perform statistical analyses, with unpaired 2-tailed *t* test used to detect differences between 2 groups. For multiple comparisons, 1-way ANOVA was performed followed by Šidák’s multiple comparisons. The Wilcoxon’s rank-sum test was utilized by the FindMarker function in Seurat for differential gene expression analysis of sn-RNA-Seq data. *P* values of less than 0.05 were considered significant.

### Study approval.

All procedures were approved by the Institutional Animal Care and Use Committee of Vanderbilt University Medical Center and conducted according to the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

The raw data for bulk RNA-Seq has been deposited in GEO (GSE205497) to be publicly available upon publication. For sn-RNA-Seq, Fastq files and the main data object are available at GEO (GSE246150). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

Both AI and SH conducted most of the experiments, including Seahorse analysis and analysis of injury, with AI leading the project at Vanderbilt and SH assuming the lead role at Washington University in St. Louis; both contributed to writing the Methods and figure legends. YO and J. Kern performed experiments. OV performed the UUO surgeries. RD and MDC performed the tGFR measurements. HY, AF, and NM did the tubule injury scoring and assessment of EM injury. DL and IJL performed the mass spectrometry analysis of fatty acids in kidney tissues. MPM, JT, and SC performed the staining, quantification, and animal husbandry. DW and LL performed the high-resolution respirometry. SF performed the sn-RNA-Seq studies with the assistance of J. Koenitzer and BDH. TF provided the Cpt1a-floxed mice. LG designed the experiments and wrote the manuscript; manuscript editing was done by TF, DW, MDC, IJL, AI, SC, LL, and DW.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
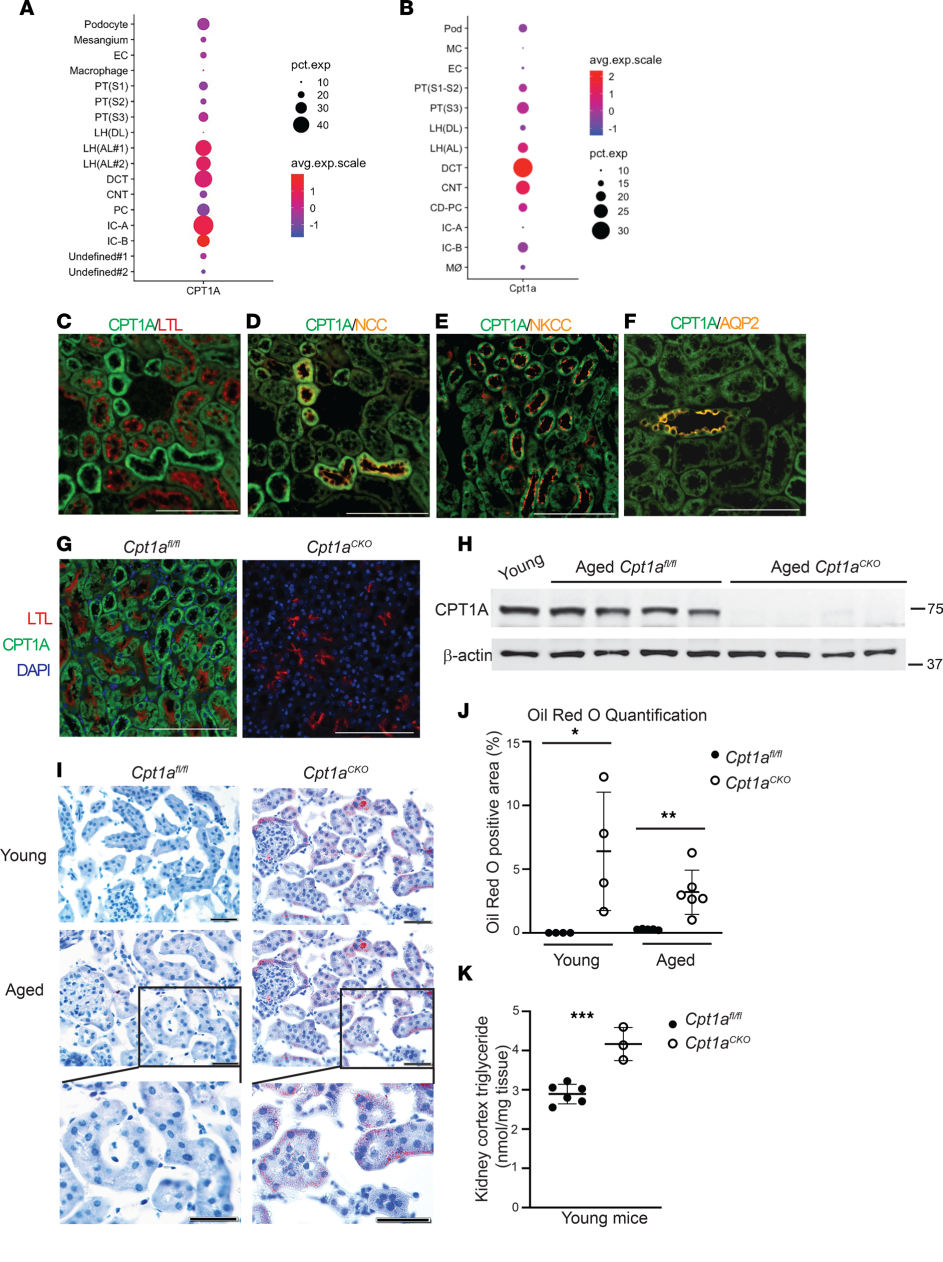
*Cpt1a^CKO^* mice have robust recombination and increased lipid accumulation. Single-cell transcriptomics data from Kidney Interactive Transcriptomics (https://humphreyslab.com/SingleCell/) shows gene expression of *CPT1A* (**A**) and *Cpt1a* (**B**) in normal human and murine kidneys, respectively. (**C**) CPT1A protein expression in young murine kidneys colocalizes with proximal tubules (LTL). Strongly CPT1A^+^ and LTL^–^ tubules stained for Na/Cl cotransporter (NCC), consistent with high CPT1A expression in the distal convoluted tubule (**D**). There was also colocalization of CPT1A with the thick ascending limb as marked by Na/K/Cl cotransporter (NKCC) and collecting ducts as shown by aquaporin 2 (AQP2) (**E** and **F**). CPT1A protein expression was efficiently blocked in *Cpt1a^CKO^* mice shown by IF in young mice (**G**) and cortical tissue immunoblots from aged mice with β-actin as loading control (*n* = 4) (**H**). Representative frozen sections, with Oil Red O staining lipid droplets in red, with quantification of percentage of positive area (*n* = 4–6) (**I** and **J**). Triglyceride content within kidneys, with each dot representing a different kidney (*n* = 3–6) (**K**). Results are shown as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. Unpaired *t* test between the 2 genotypes was used to detect statistical significance. Scale bar: 100 μM (**C**–**G**); 50 μM (**I**).

**Figure 2:**
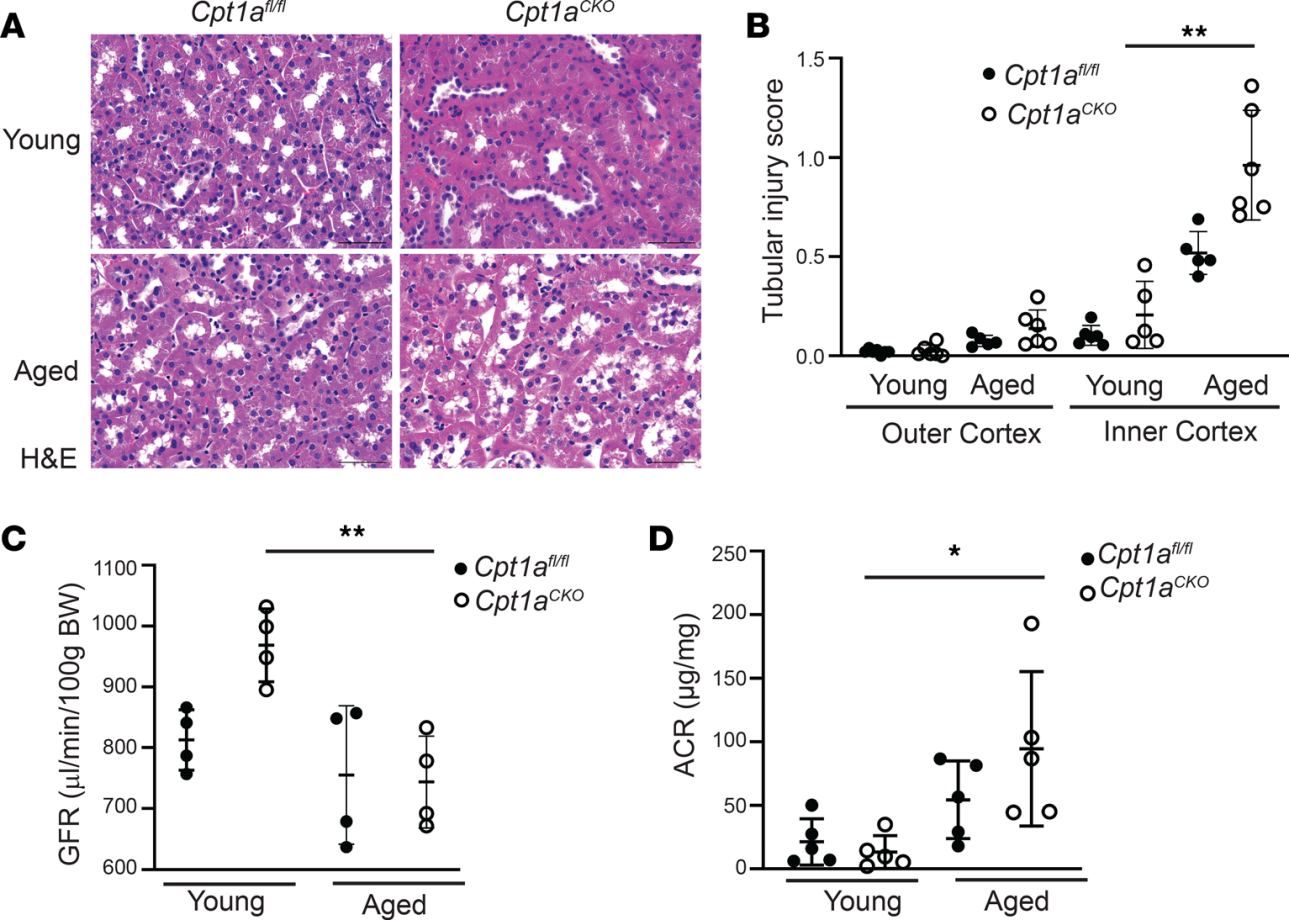
Deletion of tubular *Cpt1a* does not markedly impair kidney function in aging. Representative H&E staining of young and aged *Cpt1a^CKO^* and floxed mice with quantification of tubular injury (see Methods) in the outer and inner cortex (*n* = 5–6) (**A** and **B**). Transdermal glomerular filtration rate (tGFR) measured by FITC-sinistrin (*n* = 4) (**C**) and urinary albumin-to-creatinine ratio (ACR) (*n* = 5) (**D**) of young and old mice by genotype. Results are shown as the mean ± SD. *P < 0.05, **P < 0.01. Unpaired *t* test between the 2 genotypes was used to detect statistical significance between the 2 genotypes. For multiple comparisons in **C** and **D**, 1-way ANOVA was performed followed by Šidák’s multiple comparisons test. Scale bar: 50 μM.

**Figure 3:**
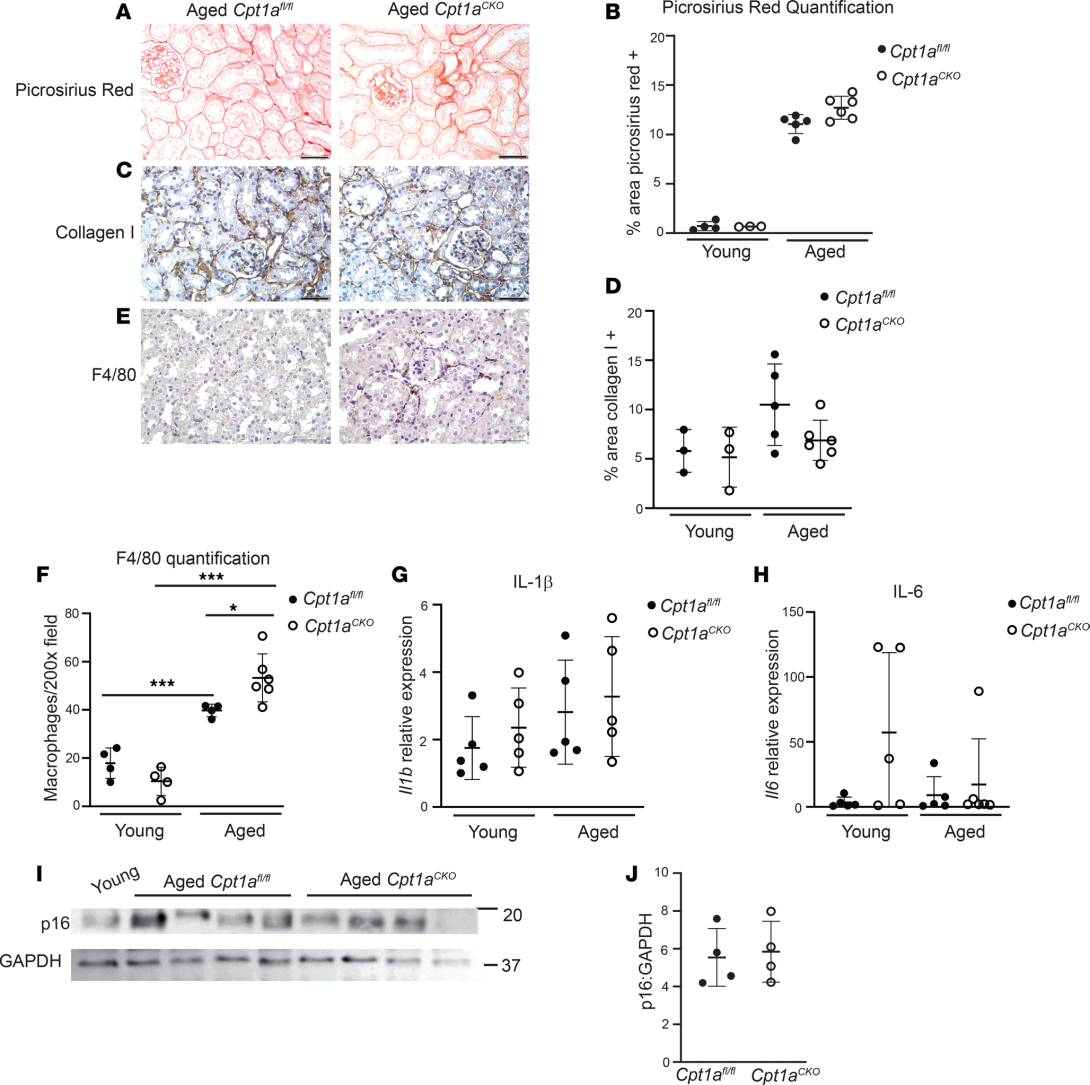
Aged *Cpt1a^CKO^* mice have increased inflammation but not increased fibrosis. No differences in fibrosis between aged *Cpt1a^CKO^* mice and floxed controls were observed by Picrosirius red staining (**A**) and quantification (*n* = 3–5) (**B**) or collagen I staining (**C**) and quantification (*n* = 3–6) (**D**). Aged *Cpt1a^CKO^* mice had increased macrophages, measured by immunohistochemistry for F4/80, shown in brown and quantified (*n* = 4–6) (**E** and **F**). Gene expression of IL-1β (*Il1b*, *n* = 5) and IL-6 (*Il6*, *n* = 5) in renal cortices are quantified by qPCR and normalized to *Gapdh* (**G** and **H**). Renal cortices were immunoblotted for p16 and GAPDH (loading control) and quantified (*n* = 4) using ImageJ (**I** and **J**). The use of GAPDH as loading control was validated against β-actin in Supplemental Figure 4. Data are shown as the mean ± SD. *P < 0.05, ***P < 0.001. One-way ANOVA was performed followed by Šidák’s multiple comparisons test for **F**, and unpaired *t* test between the 2 genotypes was used to measure significance in **B**, **G**, **H**, and **J**. Scale bar: 50 μM.

**Figure 4:**
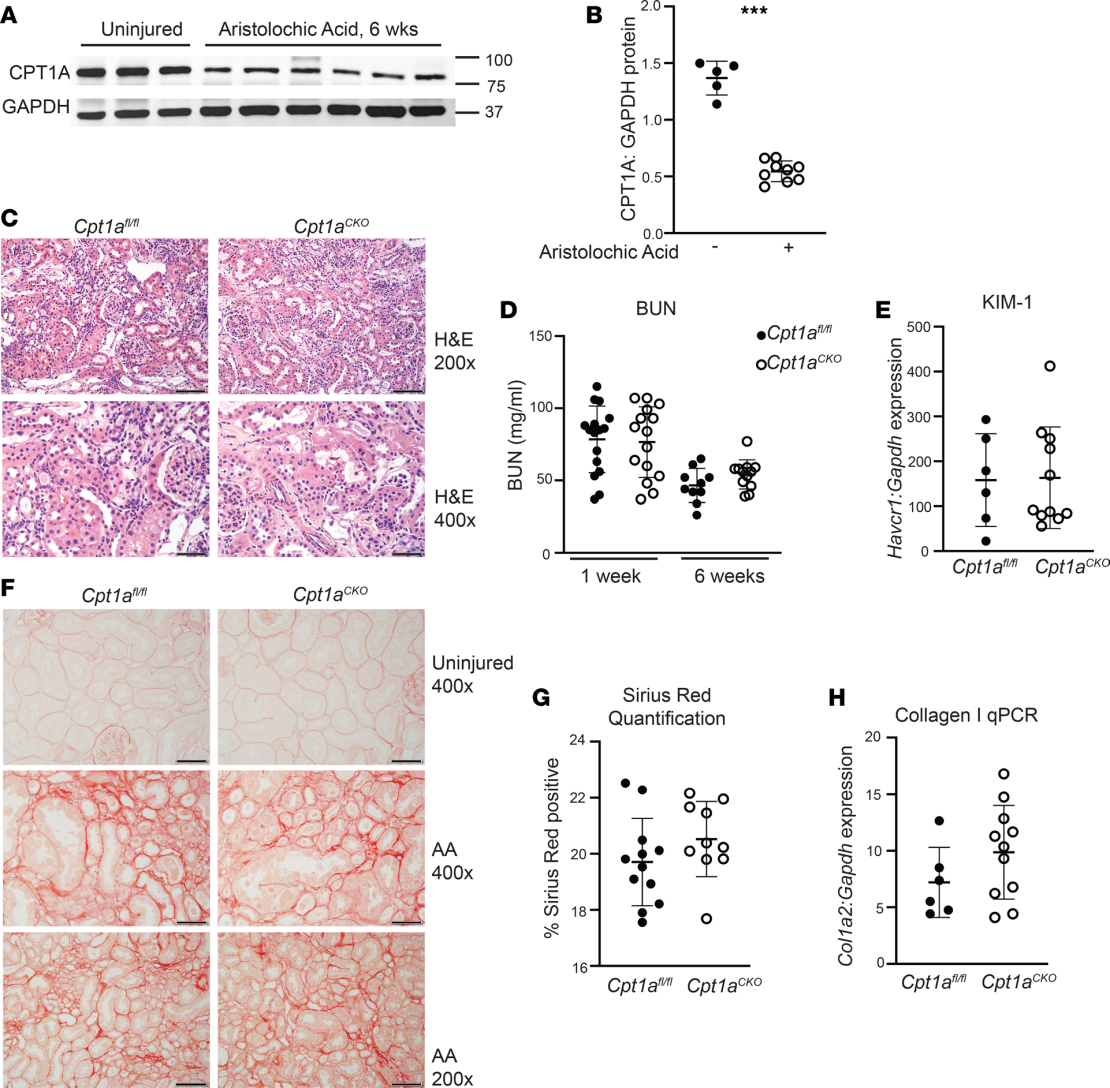
Tubular injury and fibrosis are not increased in *Cpt1a^CKO^* mice after aristolochic acid nephropathy. Immunoblots of renal cortices from uninjured and injured (aristolochic acid nephropathy [AAN]) mice detecting CPT1A expression (values are shown in kDa) (**A**), which was quantified with GAPDH as loading control (*n* = 5–9) (**B**). (**C**) H&E images of AAN-injured mice, with blood urea nitrogen (BUN) at both 1 and 6 weeks (*n* = 10–15) after aristolochic acid injections (**D**). Gene expression for KIM-1 (*Havcr1*, *n* = 6–10) measured in kidney tissue with qPCR and normalized to *Gapdh* (**E**). Picrosirius red staining and quantification (*n* = 10–12) (**F** and **G**) in injured kidneys and Col1a2 (*collagen I*, *n* = 6–12) gene expression by qPCR in AAN-injured cortices (**H**). Data are shown as the mean ± SD.***P < 0.001. Unpaired *t* test between the 2 genotypes was used to detect statistical significance. Scale bar: 50 μM (**C**, bottom, and **F**, top and middle); 100 μM (**C**, top, and **F**, bottom). Original magnification, ×200 (**C**, top, and **F**, bottom); ×400 (**C**, bottom, and **F**, top and middle).

**Figure 5:**
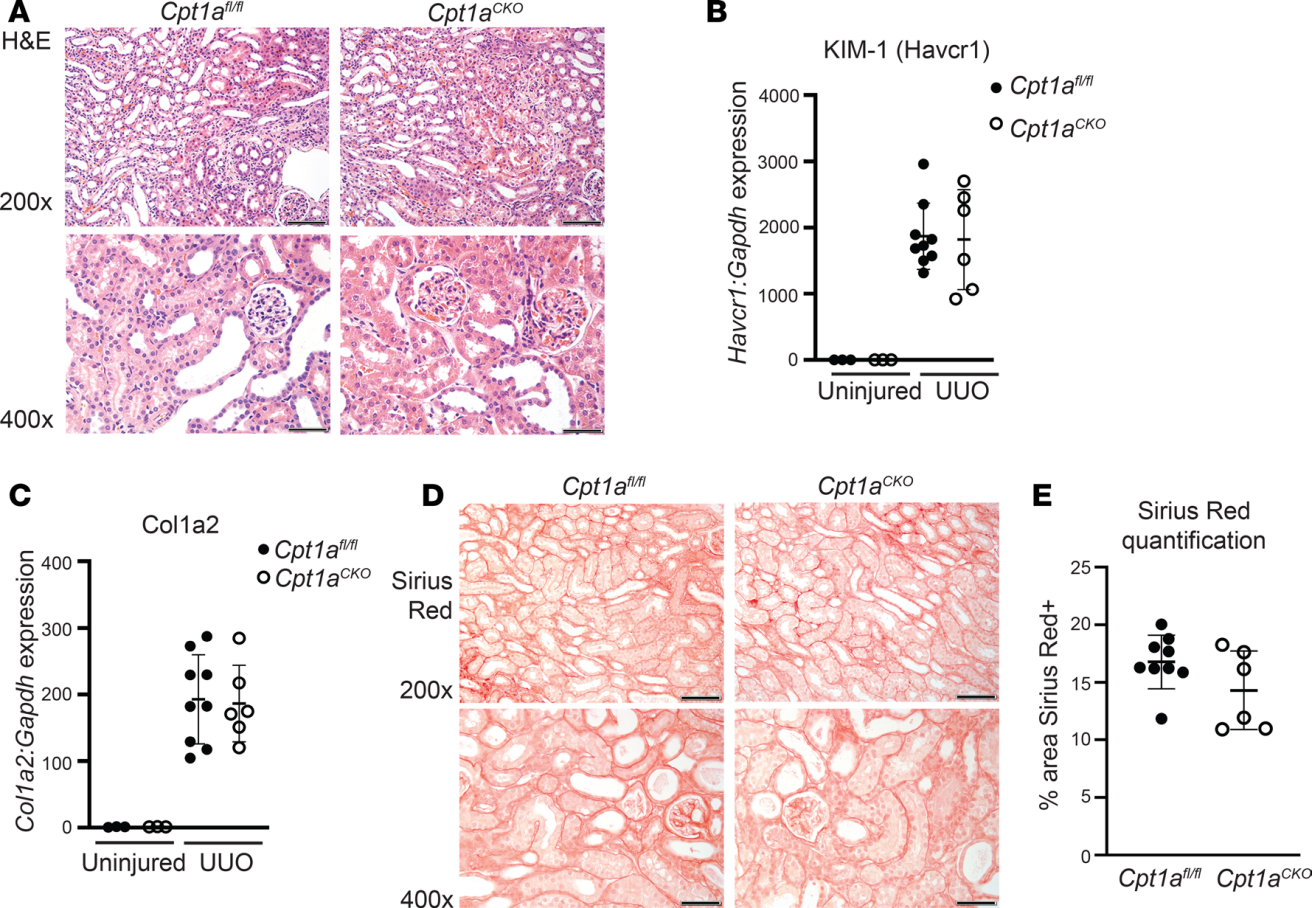
Deleting tubular *Cpt1a* does not alter fibrosis after UUO. H&E following 7 days of unilateral ureteral obstruction (UUO) (**A**). KIM-1 (*Havcr1*, *n* = 6–9) gene expression by qPCR of injured and uninjured tissue (**B**). Collagen I (*Col1a2*) gene expression (**C**) and Picrosirius red staining with quantification (*n* = 6–9) (**D** and **E**) after UUO injury. Data are shown as the mean ± SD. Scale bar: 50 μM (bottom rows); 100 μM (top rows). Original magnification: ×400 (bottom rows); ×200 (top rows).

**Figure 6:**
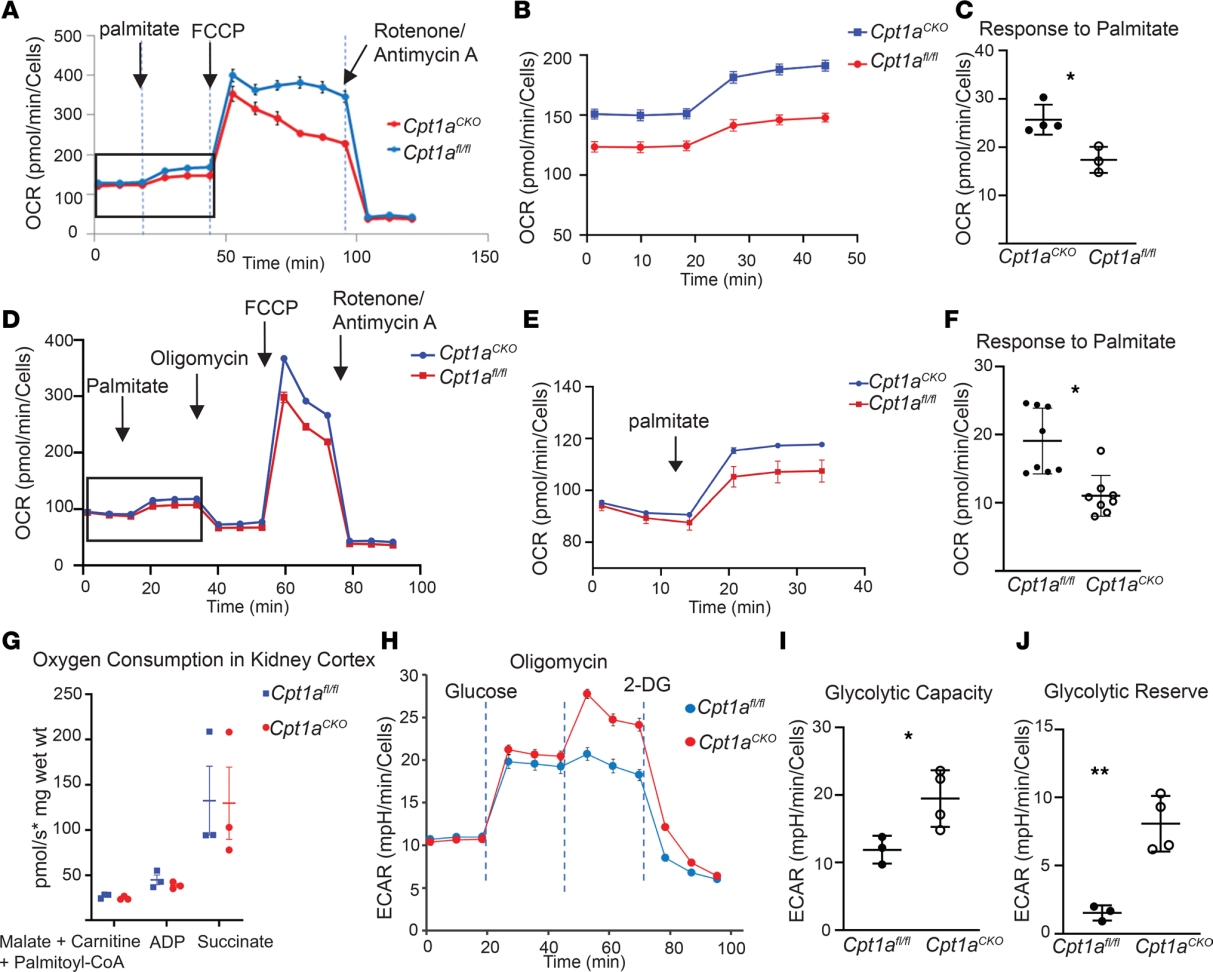
Primary proximal tubule–enriched cells lacking *Cpt1a* have altered metabolism but are still able to metabolize LCFA. Representative data from Seahorse analysis show oxygen consumption rate (OCR) after treatment with palmitate, FCCP, and antimycin A/rotenone in primary proximal tubule–enriched cells (PT cells) from aged mice (**A**). An expanded view (boxed area in **A**) of the OCR response to palmitate is shown (**B**). Average OCR responses to palmitate from *Cpt1a^fl/fl^* (*n* = 4) and *Cpt1a^CKO^* (*n* = 3) mice are quantified (**C**). Representative tracing from PT cells isolated from young mice showing OCR after palmitate, oligomycin, FCCP, and antimycin A/rotenone (**D**) with an expanded view of the response to palmitate (**E**) and quantification of this palmitate response with *n* = 8 per genotype (**F**). Kidney tissues from young *Cpt1a^fl/fl^* and *Cpt1a^CKO^* mice were used to measure oxygen consumption in response to palmitoyl-CoA, a LCFA (**G**). Each dot represents a separate kidney (*n* = 3), and oxygen consumption is measured as picomole per second per mg of kidney (wet weight). Representative data from a glycolysis test measuring extracellular acidification rate (ECAR) are shown (**H**). Oligomycin is used to detect maximal glycolytic capacity, and 2-DG blocks glycolytic acidification to define the glucose-dependent ECAR (**I**). Glycolytic capacity of primary PT cells from young and old mice (each dot represents a separate mouse *n* = 3–4) and glycolytic reserve (the ECAR value after oligomycin minus that after the addition of glucose) are shown (**J**). Results are shown as the mean ± SD. *P < 0.05, **P < 0.01. Unpaired *t* test between the 2 genotypes was used to detect statistical significance. FCCP, carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone; 2-DG, 2-deoxy-glucose; LCFA, long-chain fatty acid.

**Figure 7:**
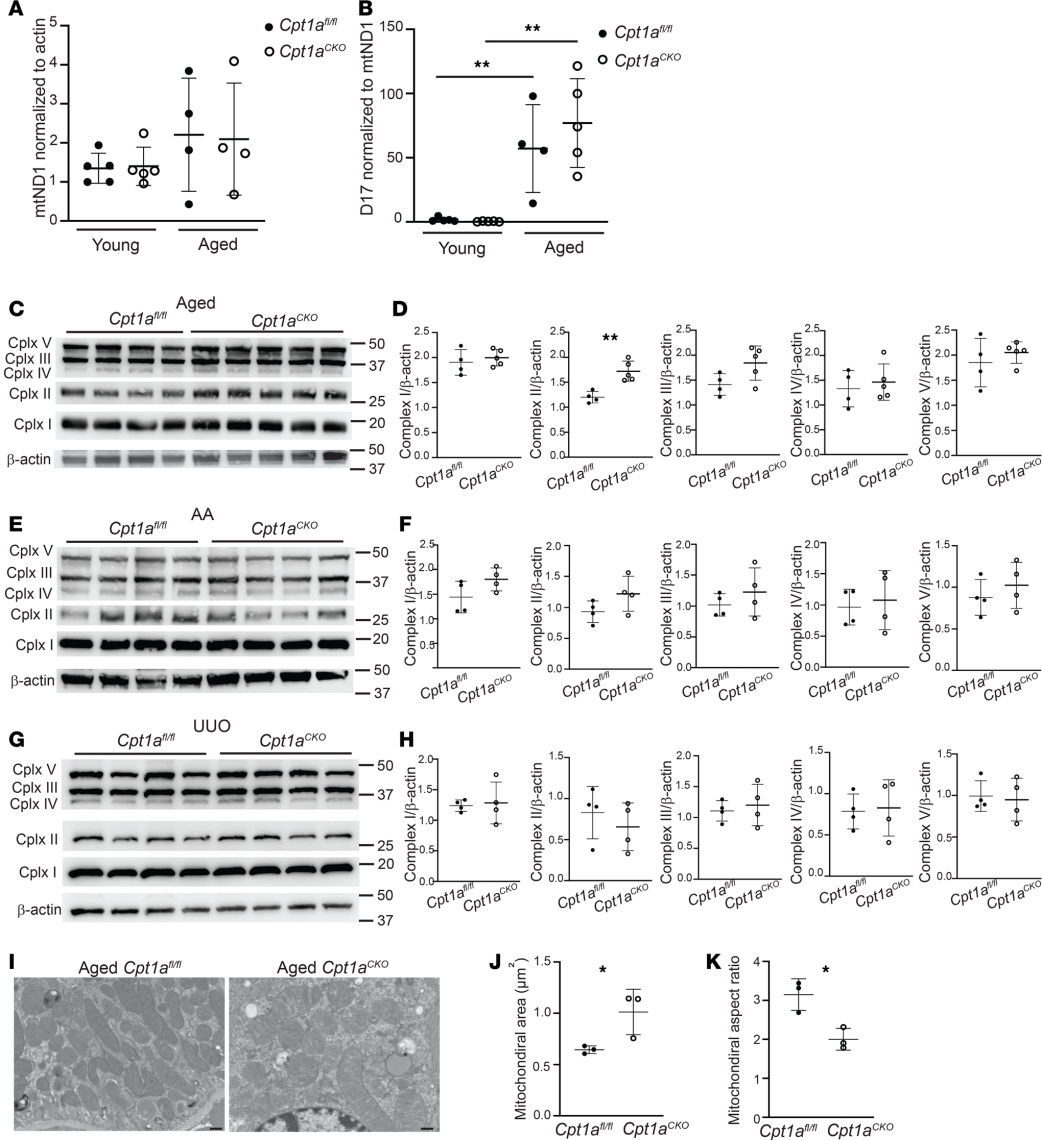
Assessment of *Cpt1a* tubular deletion on mitochondria. Mitochondrial DNA copy number was measured using mitochondrial-encoded ND1 gene expression and normalized to nuclear-encoded actin (*n* = 4–5) (**A**). The common mitochondrial mutation, *D17*, was measured using qPCR and normalized to mitochondrial *ND1* expression (*n* = 4–5) (**B**). Mitochondrial complexes were measured and quantified using immunoblots on cortical kidney tissue using ImageJ from aged (**C** and **D**), aristolochic acid–treated (AA-treated) (**E** and **F**), and UUO-injured mice (*n* = 4–5) (**G** and **H**). Representative electron micrograph images are shown (**I**) from aged mice, with quantification of area and aspect ratio (**J** and **K**) (see Methods). Each dot represents an average value for 1 mouse (*n* = 3). Results are shown as the mean ± SD. *P < 0.05; **P < 0.01. Unpaired *t* test between the 2 genotypes was used to detect statistical significance, except for **A** and **B**, where 1-way ANOVA was performed, followed by Šidák’s multiple comparisons. Scale bar: 500 nM.

**Figure 8:**
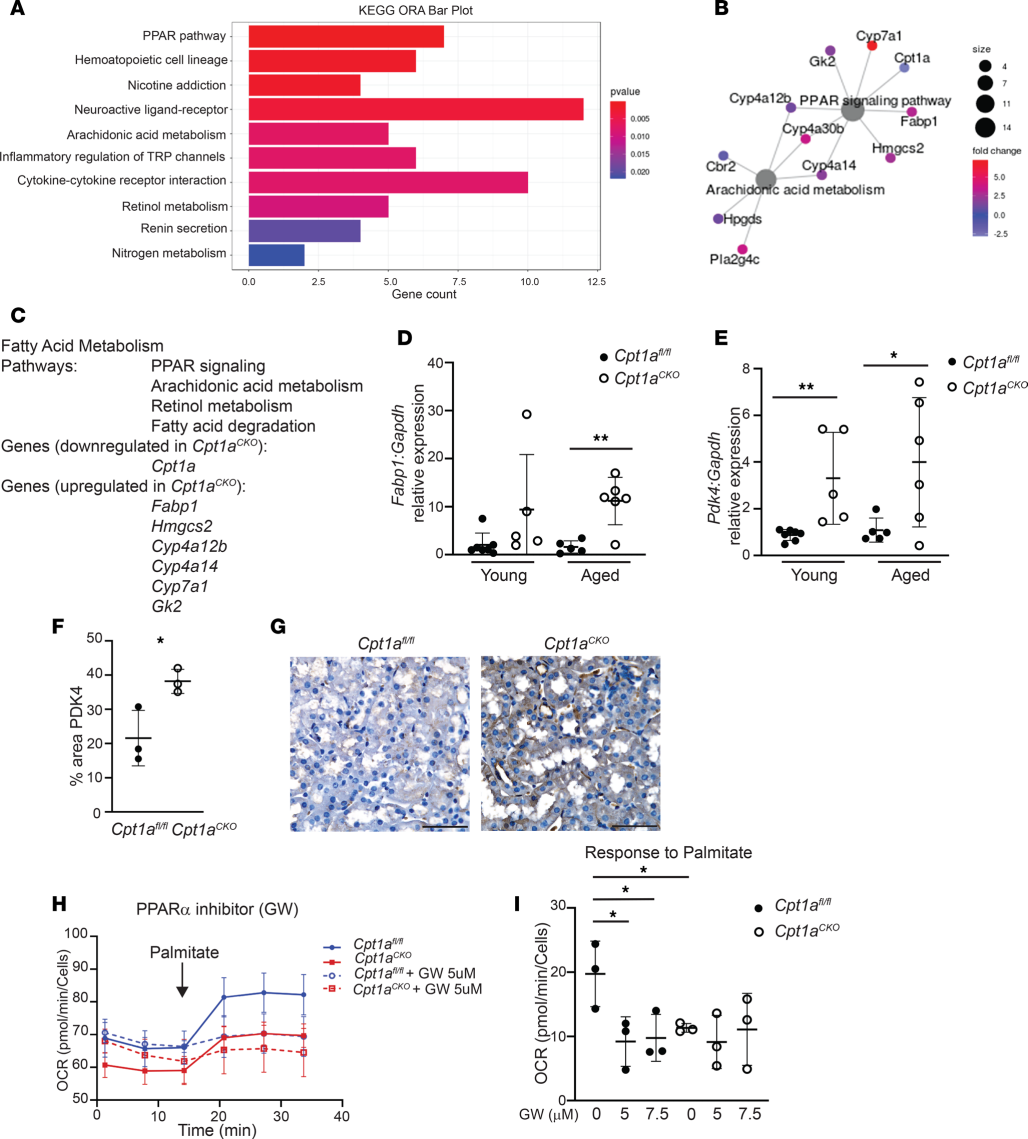
RNA-Seq showing *Cpt1a^CKO^* kidneys with upregulated PPAR gene expression. Bulk RNA-Seq on aged *Cpt1a^fl/fl^* and *Cpt1a^CKO^* kidneys and gene ontology overrepresentation analysis (ORA) were performed using enrichGO from clusterProfiler. Gene networks and pathways significantly altered between genotypes are shown (**A** and **B**), with the pathways and genes specifically related to fatty acid metabolism listed (**C**). Significant changes in *Fabp1*, a known transcriptional target of PPARα, expression, that were identified by RNA-Seq were confirmed with qPCR (*n* = 5–6) (**D**). *Pdk4*, another target involved in glycolysis, was significantly upregulated in aged *Cpt1a^CKO^* murine kidneys in RNA-Seq (**E**) and confirmed by qPCR (*n* = 5–6) and protein expression (*n* = 3) (**F** and **G**). Scale bar: 50 μm. Primary PT cells with or without PPARα inhibitor (GW6371) had OCR responses to palmitate measured by Seahorse with a representative tracing shown (**H**) and quantified (**I**). Data are shown as the mean ± SD. *P < 0.05, **P < 0.01. Statistical significance between the 2 genotypes was determined by unpaired *t* test for **D**–**F**. One-way ANOVA was performed followed by Šidák’s multiple comparisons test for **H**.

**Figure 9:**
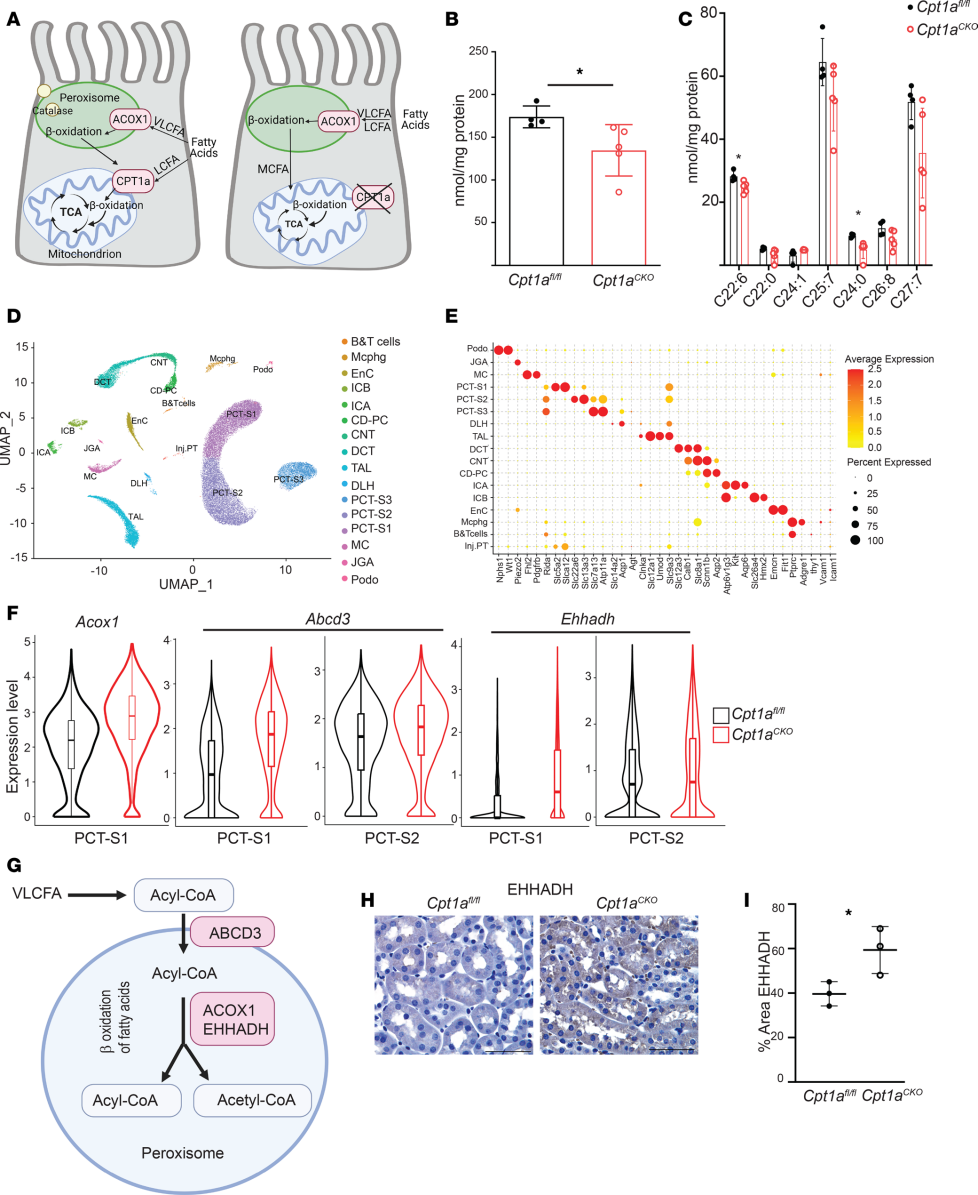
Peroxisomes likely compensate to metabolize LCFA in absence of CPT1A. CPT1A and ACOX1 regulate β-oxidation of LCFA and VLFCA, respectively, in mitochondria and peroxisomes. Schematic of how peroxisomes may compensate to metabolize LCFA through ACOX1 in the absence of CPT1A (**A**). (**B**) Total levels of VLCFA (≥22 carbons) and individual VLCFA (**C**) were analyzed using mass spectroscopy in kidney tissue from *Cpt1a^CKO^* mice and floxed controls (*n* = 4–5). Data are shown as the mean ± SD. *P < 0.05. Statistical significance between the 2 genotypes was determined by unpaired *t* test. UMAP projection of cell types derived from single-nucleus RNA-Seq of cortical kidney tissues isolated from 3-month-old *Cpt1a^fl/fl^* (*n* = 2) and *Cpt1a^CKO^* (*n* = 3) mice (**D**). A dot plot exhibiting expression levels of known, cell-type-specific marker genes and the percentage of cells in each cluster expressing cell-type-specific marker genes (**E**). Violin plots of peroxisomal genes significantly upregulated in segments of the proximal tubule with adjusted *P* values (*P < 0.01, **P < 1 × 10^–10^, ***P < 1 × 10^–20^; see Table 1 for specific *P* values and fold changes) (**F**). ABCD3 is a key transporter for importing VLCFA and LCFA into peroxisomes, and ACOX1 and EHHADH are enzymes involved in the first and second steps of peroxisomal FAO, respectively (**G**). Immunohistochemistry of EHHADH (**H**) and quantification (**I**) of young murine kidneys from *Cpt1a^fl/fl^* and *Cpt1a^CKO^* mice. Scale bar: 50 μm. VLCFA, very long-chain fatty acid; LCFA, long-chain fatty acid; ACOX1, acyl-CoA oxidase 1; TCA, tricarboxylic acid; PCT-S1, proximal tubule, segment S1; PCT-S2, proximal tubule, segment S2; EHHADH, enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase.

**Table 1:**
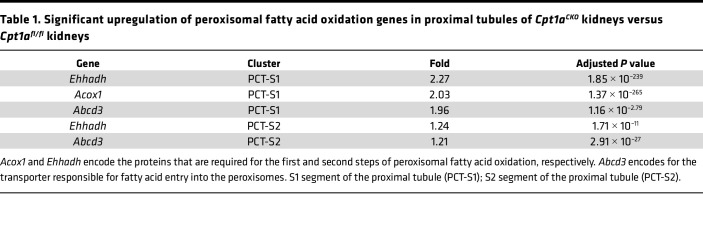
Significant upregulation of peroxisomal fatty acid oxidation genes in proximal tubules of *Cpt1a^CKO^* kidneys versus *Cpt1a^fl/fl^* kidneys

## Version 1 03/22/2024

Electronic publication

## Version 2 03/27/2024

David H Wasserman and Leslie S. Gewin's names were updated

# Supplementary material for: Tubular CPT1A deletion minimally affects aging and chronic kidney injury
**Source:** JCI Insight. 2024 Mar 22;9(6):e171961. doi: 10.1172/jci.insight.171961
**Supplement:** Supplemental data

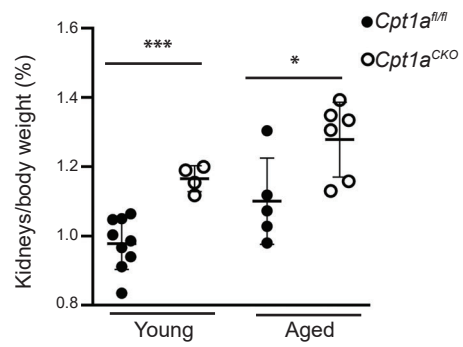

Supplemental Figure S1. Supplemental Figure S1. *Cpt1a*CKO mice have larger kidneys. Kidney weights expressed as a percentage of body weight in young and aged *Cpt1a*^{fl/fl} and *Cpt1a*CKO mice. Means are shown $\pm$ SD with * = $p < 0.05$ and ** = $p < 0.01$.

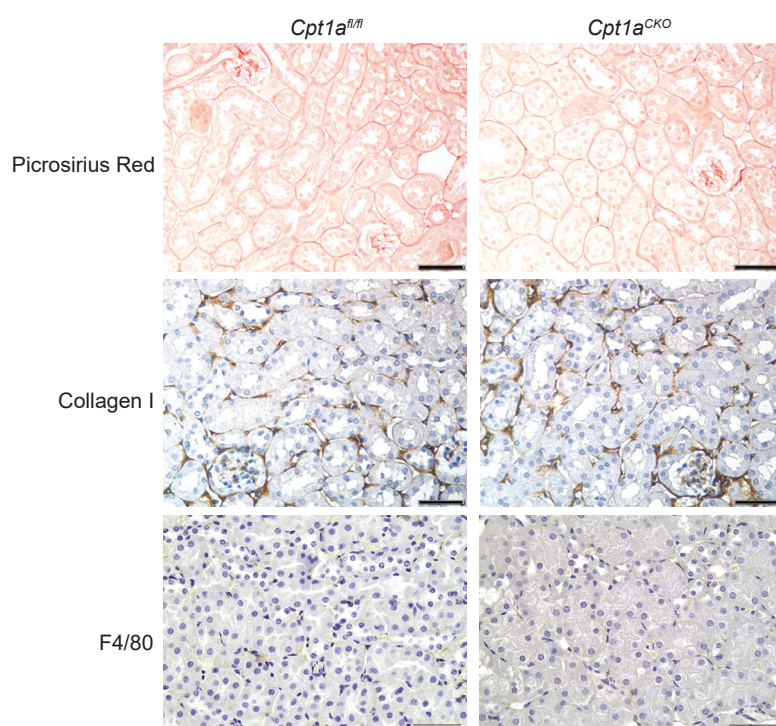

Supplemental Figure S2. Supplemental Figure S2. No difference in fibrosis or inflammation in young *Cpt1a^{CKO}* mice compared to floxed controls. Picrosirius Red staining, IHC of collagen I and F4/80 on kidney tissue of young *Cpt1a^{fl/m}* and *Cpt1a^{CKO}* mice. Scale bars = 50μM.

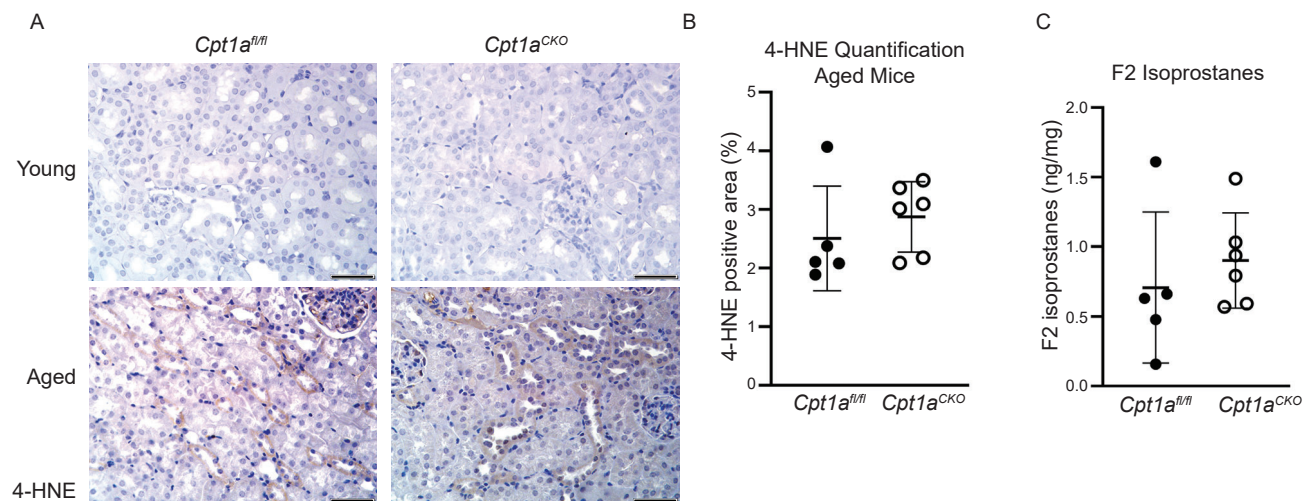

Supplemental Figure S3. No difference in 4-HNE or F2 isoprostanes between genotypes. 4-HNE staining was done on aged kidney tissues and quantified using ImageJ (A, B). Urine F2 isoprostanes were measured from aged mice and reported normalized to creatinine (C). Scale bars = 50 μ M.

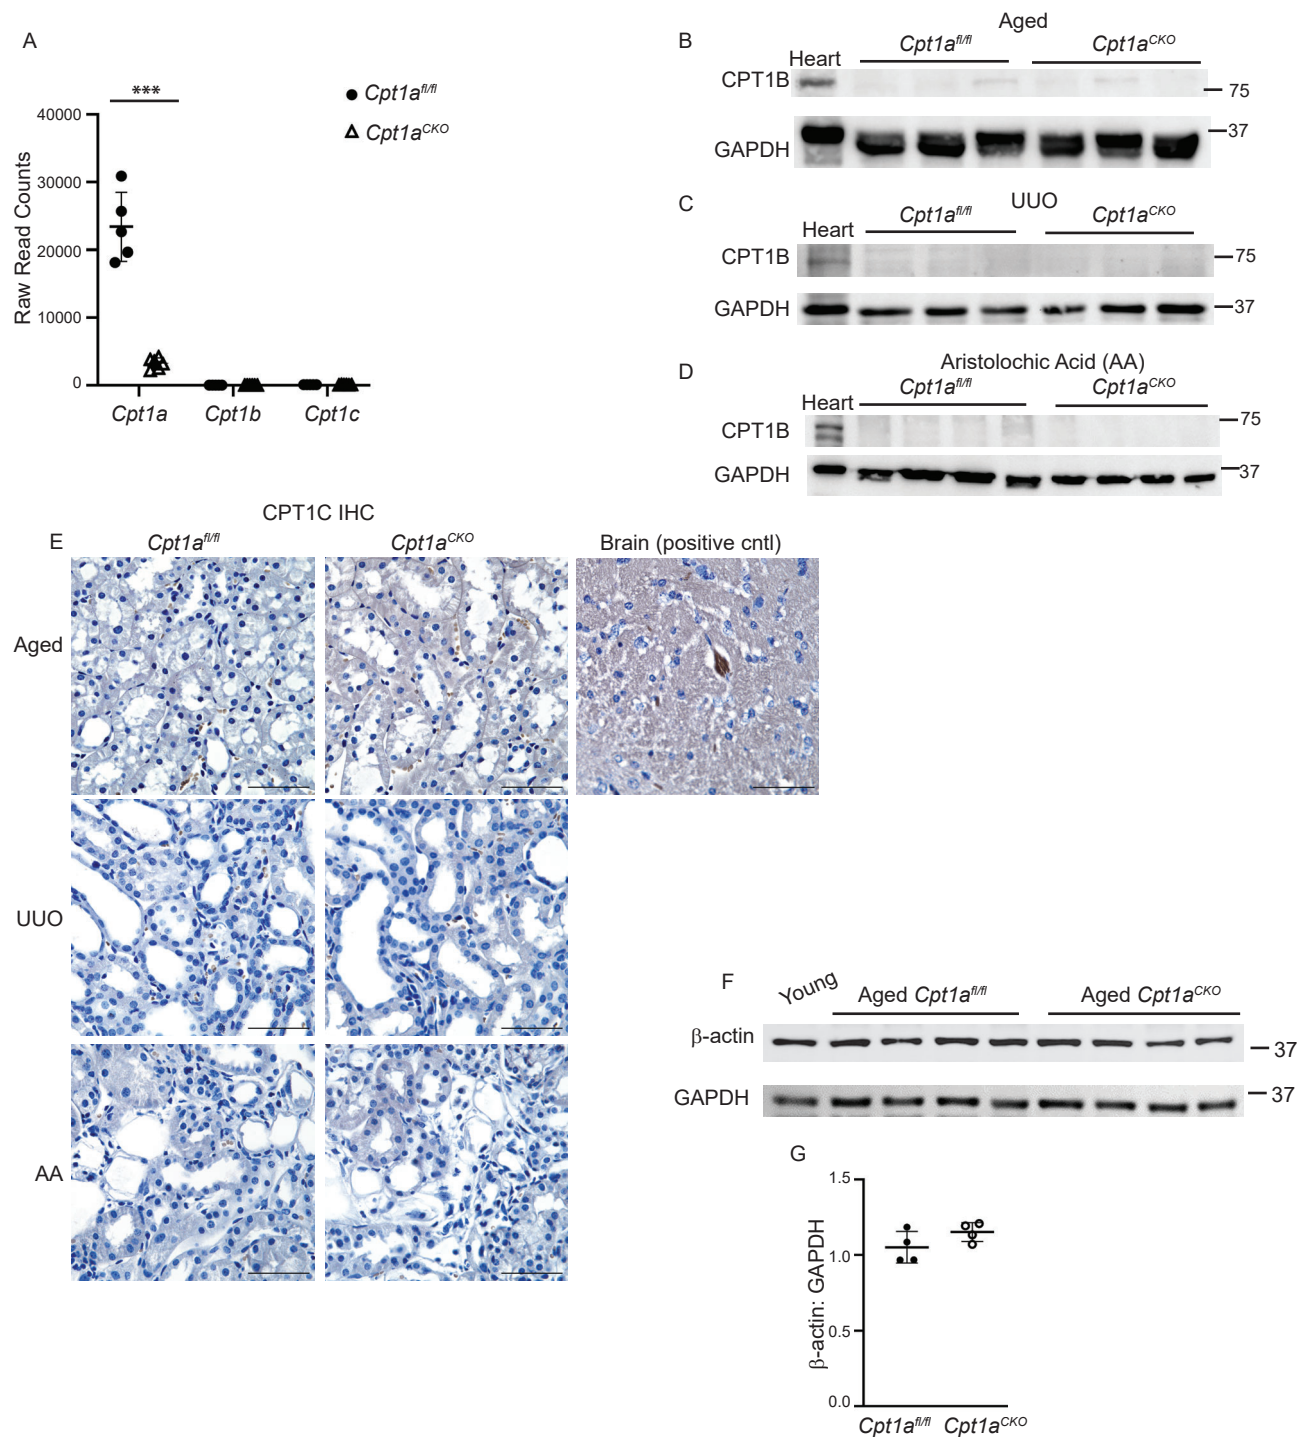

Supplemental Figure 4. Supplemental Figure S4. *Cpt1a^{CKO}* kidneys do not have compensatory upregulation of *Cpt1b* and *Cpt1c*. (A) Transcript levels of *Cpt1a*, *Cpt1b*, and *Cpt1c* from RNAseq are shown for each genotype. There was only a statistical difference between genotypes in *Cpt1a* levels, means $\pm$ SD shown, with p value calculated using the DESeq2 package. Immunoblots for CPT1B on kidney tissue lysates from aged (B), UUO-injured (C) or AAN-injured (D) mice with heart as a positive control. (E) Immunohistochemistry for CPT1C with brain as positive control. As heart does not express β -actin, we used GAPDH for loading control and show that GAPDH and β -actin have no significant differences as loading controls when CPT1A is deleted (F, G).

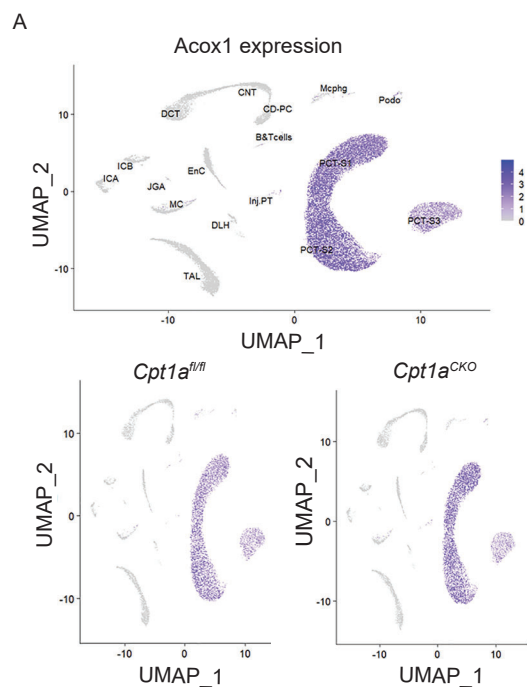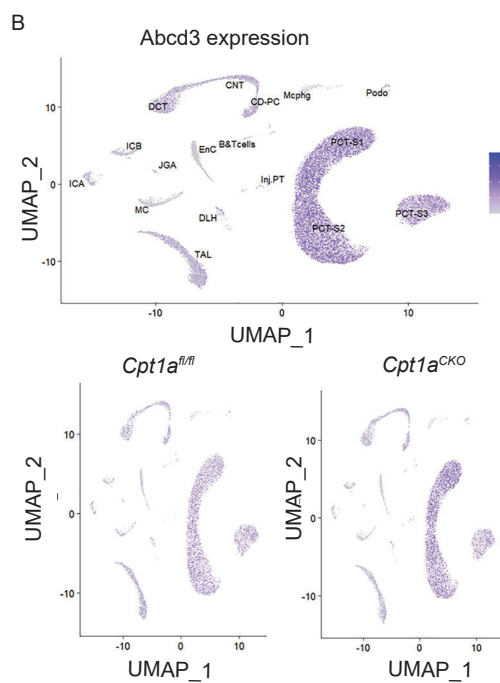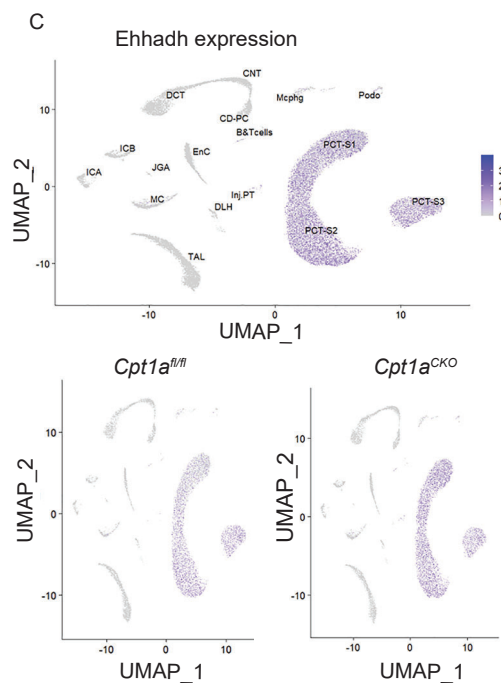

Supplemental Figure S5. UMAP dimension plots of peroxisomal genes that were significantly upregulated in *Cpt1a*^{CKO} mice. Expression of *Acox1* (A), *Abcd3* (B), and *Ehhadh* (C) in different clusters from single nuclear RNA-seq shows proximal tubule-specific enrichment and increased expression in *Cpt1a*^{CKO} versus *Cpt1a*^{fl/fl} kidneys.

Table. List of primers used in the study

**Gene name**	**Forward**	**Reverse**
Acox1	5'-AGGGAATTTGGCATCGCAGA-3'	5'-CATGCCCAAGTGAAGGTCCA-3'
Actin	5'-GGGATGTTTGCTCCAACCAA-3'	5'-GCGCTTTTGACTCAGGATTTAA-3'
aSMA	5'-CAGGGAGTAATGGTTGGAAT-3'	5'-TCTCAAACATAATCTGGGTCA-3'
Col1a2	5'-GGAGGGAACGGTCCACGAT-3'	5'-GAGTCCGCGTATCCACAA-3'
D17 del	5'-GAACCAAACCTGAACGCCTAAAC-3'	5'-TGGGCTTTTGGTAGTCATAGGT-3'
FABP1	5'-ATGAAGGCAATAGGTCTGCCC-3'	5'-CGATTTCTGACACCCCCTTGA3'
GAPDH	5'-AGGTCGGTGTGAACGATTG-3'	5'-TGTAGACCATGTAGTTGAGGTCA-3'
Havcr1 (Kim-1)	5'-AAACCAGAGATTCCCACACG-3'	5'-GTCGTGGGTCTTCCTGTAGC-3'
Hmgcs2	5'-CAGTGGAAGCAAGCTGGAAAC-3'	5'-TCTTGCAAAAGGGTGTGTGG-3'
IL1b	5'-CCCAAAAGATGAAGGGCTGC-3'	5'-TGATGTGCTGCTGCGAGATT-3'
IL6	5'-CTCTGCAAGAGACTTCATCCA-3'	5'-AGTCTCCTCTCCGGACTTGT-3'
mtND1	5'-TAGAACGCAAAATCTTAGGG-3'	5'-TGCTAGTGTGAGTGATAGGG-3'
PKD4	5'-GCTGCTGGACTTTGGTTCAGA-3'	5'-GGATATTGGCCAGGCGGAC-3'

# Supplementary material for: Tubular CPT1A deletion minimally affects aging and chronic kidney injury
**Source:** JCI Insight. 2024 Mar 22;9(6):e171961. doi: 10.1172/jci.insight.171961
**Supplement:** Unedited blot and gel images

## Slide 1

7353 Young CPT1 hom Pax8
Old CPT1 Hom Pax8 LC1
Old CPT1 Hom Pax8
2395
7762
2582
2578
2394
2397
7602
7763
150
100
CPT1a
75
50
Beta-actin (mouse)
37
25
20
Figure 1H

## Slide 2

7353 young mouse
Old CPT1 Hom Pax8 LC1
Old CPT1 Hom Pax8
2395
2578
2394
7762
2582
2397
7602
7763
75
50
37
GAPDH
25
20
15
Membrane was originally blotted for alpha tubulin and GAPDH (above), then membrane cut to save on antibody and blotted for p16 below.
p16
20
Figure 3I

## Slide 3

injured
uninjured
2915
2265
4449
3269
4663
2912
2914
2755
150
100
75
See next slide for loading control
uninjured
injured
2266
2912
4672
3184
2915
3185
4506
3182
3269
CPT1a
Figure 4 A

## Slide 4

Blot had previously been stained for VDAC1 which is higher band (not included in the manuscript)
37
GAPDH
Figure 4A

## Slide 5

Aged mice
Cpt1a CKO
Cpt1a fl/fl
50
Cplx V
Cplx III
37
Cplx IV
Cplx II
25
20
Cplx I
15
50
b-actin
37
Figure 7 C

## Slide 6

Cpt1a CKO+ AA
Cpt1a fl/fl + AA
heart
Cplx V
50
Cplx III
37
Cplx IV
25
Cplx II
20
Cplx I
15
50
b-actin
37
Figure 4E

## Slide 7

UUO injured
Cpt1a WT
Cpt1a CKO
Cplx V
50
Cplx III
Cplx IV
37
Cplx II
25
20
Cplx I
15
50
b-actin
37
Figure 4G

## Slide 8

Old mice
Cpt1afl/fl
Cpt1aCKO
Heart sample
Heart sample
150
100
Cpt1-b
75
GAPDH
37
Supplemental 4B

## Slide 9

AA mice
heart
Cpt1afl/fl
Cpt1aCKO
100
Cpt1-b
75
37
GAPDH
Supplemental 4E

## Slide 10

UUO mice
heart
Cpt1aCKO
Cpt1afl/fl
heart
100
Cpt1-b
75
50
37
GAPDH
Supplemental 4D

## Slide 11

Young CPT1 hom Pax8
Old CPT1 Hom Pax8 LC1
Old CPT1 Hom Pax8
50
GAPDH
37
50
B-actin
37
Supplemental 4F

How the deposited data were processed for this re-analysis (not part of the article)

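RNA-Seq of renal cortex from 11 male mice aged 24 months was analyzed, 5 floxed controls and 6 *Cpt1a CKO* mice, each mouse as 1 library. The grouping followed the sample labels. The paper calls its controls littermates, but the labels give neither litters nor pairs, so the mice were analyzed unpaired and pairing by litter was not tested.

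The authors made the deposited raw read counts per gene with STAR 2.7.3a and HTSeq (version not given in the sources used here), after low-quality reads were excluded. The paper also names Cufflinks 2.2.1 for expression values, which were not analyzed here. The deposited signal values are, from the values themselves, the counts of each mouse divided by 1 size factor per mouse, made by the authors with DESeq2. The deposited log2 fold changes and their standard errors are the authors' DESeq2 results, given with and without shrinkage. The p-value and adjusted p-value columns are the authors' DESeq2 test and its Benjamini-Hochberg adjustment, as deposited. The genome build and annotation are not given in the sources used here. Of the 53801 gene identifiers listed, 53620 (99.66%) were found in GENCODE M21, which was used for chromosomes and exon lengths.

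Here, the raw counts were analyzed in R 4.3.3 with data.table 1.17.8. Of the genes listed, 12108 had no count. Genes were filtered with filterByExpr, which kept 18160, of which 14614 were protein coding. Counts were normalized by TMM and tested with edgeR 4.0.16 (robust quasi-likelihood fit), with a threshold of 0.05 on the Benjamini-Hochberg adjusted p, and with an unadjusted p under 0.05 and a fold change of at least 2. Log2 CPM used a prior count of 2. Single genes were also tested by an exact two-sided permutation test over the 462 ways to split the mice, whose smallest p is 0.00216. Of 79 genes tested this way, 49 had an exact p under 0.05, 38 had an adjusted p under 0.05, and 17 had the smallest p. Many of the 79 were chosen for a small p or for groups that do not overlap, so these counts partly restate that choice, and over all genes 0.611% did not overlap, against 0.433% by chance. The closest 2 libraries still differed by 27.31 times the sampling noise, so no library was a copy of another.

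The genes named were chosen by a rule fixed before the data were examined, namely 30 genes the paper names, of which 24 had enough reads to be tested, the 10 genes with the smallest p, the 10 with the largest change in each direction among those at an adjusted p under 0.05 with a mean of at least 1 CPM and no overlap between the groups, and up to 4 members of each list described. Genes named outside this rule are marked in the text. The genes the paper names were known from these samples, so their count adjusted over that list alone (9 higher and 2 lower of 24) is not independent evidence. In addition, 43 lists of genes for metabolic pathways, cell types and injury, those named after KEGG pathways written from memory and the PPAR lists without *Cpt1a*, were tested with camera (limma 3.58.1, correlation 0.01), camera with an estimated correlation, and fry. The list of mitochondrial fatty acid oxidation left out the 3 *Cpt1* genes. Over-representation was tested with Fisher's exact test against the 18160 genes.

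On counts simulated for this comparison, with 50 of 17696 genes changed at each fold, edgeR called 22 genes at 1.5-fold, 34 at 2-fold, 36 at 4-fold and 46 at 8-fold, with 9 false calls. DESeq2 called 26, 37, 36 and 46 with 30 false calls, and voom 21, 36, 36 and 46 with 9 false calls. The simulated genes were drawn independently, and no simulated library carried extra reads as S7602 does. These numbers are therefore not error rates for the real data. Alternatives tried were DESeq2 1.42.0 with and without the filter and with shrinkage, voom with sample weights, a fit that was not robust, other normalizations and filters, the number series of the mice or 1 surrogate variable (sva 3.50.0) as a covariate, and each mouse left out in turn. The authors' normalized counts were used only to check their unit.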

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

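Among 96 groups of values tested for a mouse far from the others of its group, 7 exceeded the limit, and chance flags about 1 in 20 groups, or 4.8 of 96. The tests of sequencing depth and of genotype for mouse S7602, of *Atp12a* without that mouse and of collecting duct markers were chosen only after the results were seen.

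Reads on olfactory receptor genes, which kidney expresses little, came to 158 CPM (without TMM) in the *Cpt1a CKO* mouse S7602 (next highest 21.6) and 40.8 CPM in the floxed control S2152 (next highest 15.7), and S2152 had a read on 30253 genes (next highest 25886). Against a larger depth, the total of S7602 ranked 9 of 11 from the largest. For the *Cpt1a CKO* genotype, 0 of the other 5 *Cpt1a CKO* mice had an olfactory receptor share above every control. That bar was set by S2152, itself flagged here, so the count cannot decide on genotype. The *Cpt1a CKO* mice S2155 (21.3 CPM) and S2397 (21.6 CPM) lay above the next highest control (15.7 CPM), but far below the 158 CPM of S7602. Among 3575 protein-coding genes with at most 3 reads over the other 10 mice, 1413 (39.5%) had a read in S7602, and the 10 with most reads held 5.02% of them, which argues against a few abundant transcripts of another tissue. Genomic DNA in this library remains a possible explanation, since reads per exonic kb of these genes on chromosome X were 0.645 of those on the autosomes (95% bootstrap interval 0.463 to 0.85), where male DNA was predicted to give 0.35 to 0.65. The value lies at the edge of that range and its interval includes 0.75, above which genomic DNA would have been argued against, and the RNA extraction included a DNase step, so other sources stay open.

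*Gk2* was at 1.01 CPM in S7602 (next highest *Cpt1a CKO* mouse 0.338). *Abcg5* was at 1.26 CPM in the same mouse (next highest 0.338). *Cpt2* was at 496 CPM in the *Cpt1a CKO* mouse S2155 (next highest 384). *Ehhadh* was at 1850 CPM in that mouse (next highest 1080).

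*Atp12a*, a gene the paper does not discuss, was higher in *Cpt1a CKO* mice with a log2 fold change of 3.18, in 6 of 6 mice above every control. Reads from genomic DNA in S7602 were argued against by a log2 fold change of 3.13 without that mouse, and more collecting duct cells by a median log2 fold change of -0.0546 over 16 markers of that segment. Of the tested genes within 5 Mb, 6.72% (9 of 134) had a p under 0.05 from edgeR, against 5.93% of all genes. This is below the 15% predicted for variants carried along with a transgene that change many genes nearby. A variant acting on *Atp12a* alone would not show in its neighbors, so such variants stay open. That loss of CPT1A raises *Atp12a* may be kept as a hypothesis, found and tested on the same mice, and other technical explanations were not tested.

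Some lists outside the genes the paper discusses also differed. The mean log2 difference of cholesterol and fatty acid synthesis was -0.368 (exact permutation test, two-sided p = 0.013, 4 of 6 *Cpt1a CKO* mice below every control), with an adjusted p of 0.226 by limma's camera with an estimated correlation and 0.0922 by fry. For markers of the distal convoluted and connecting tubule it was -0.213 (exact permutation test, two-sided p = 0.013, 4 of 6 mice), with 0.266 and 0.193. For clock genes it was -0.199 (exact permutation test, two-sided p = 0.0216, 5 of 6 mice), and their camera call was lost without S7762, S2582, S2578, S2155, S7602 or S2577 (adjusted p up to 0.217). The list did not pass by camera with an estimated correlation (adjusted p = 0.573) or by limma's fry (adjusted p = 0.397).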

How the results depend on the processing

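The settings with the olfactory receptor share as a covariate, without both S7602 and S2152, with DESeq2 on all genes limited to protein-coding genes, without Cook's cutoff or without S7602, and those for transporter families and for over-representation without S7602 were chosen after the data were seen. *Cpt1a* was lower at an adjusted p under 0.05 in 24 of 24 alternatives (log2 fold change -2.99 to -1.35). Of 1813 values for 78 other named genes, 1739 kept their direction and side of the threshold, 55 passed it newly and 19 reversed, and DESeq2 accounts for most new calls, with 17 genes including *Fabp1* and *Pdk4*. Over-representation of PPAR, arachidonic acid and retinol genes passed in all settings run. At an adjusted p this rested on 1 gene in each list, *Cyp4a12b*, of 2 genes called. The paper named these pathways from the same mice. The cause was not tested for any change below, except that settings with fewer or more genes, or fewer mice, differ by construction.

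The 2 genes higher and 1 lower at an adjusted p under 0.05 became 31 and 18 with DESeq2, 33 and 19 with DESeq2 on all genes (also without Cook's cutoff), 31 and 18 with shrunken fold changes, 32 and 19 on protein-coding genes (also without Cook's cutoff) and 40 and 22 on these without S7602. With 10 counts in every mouse 1 was higher, and with each mouse left out 1 to 2 were lower, with 2 without S2582. The 118 higher and 28 lower at an unadjusted p and 2-fold became 421 and 93 with DESeq2 on all genes, 445 and 98 without Cook's cutoff, 253 and 31 on protein-coding genes, 267 and 34 on these without Cook's cutoff, 126 and 108 on these without S7602, 0 and 1 with shrunken fold changes, 2002 and 662 with no filter, and 35 and 13 with 10 counts in every mouse. Genes lower were 69 with voom and 46 with the olfactory receptor share as a covariate. Leaving out each mouse gave 89 (S7602) to 182 (S2152) higher and 22 (S2578) to 48 (S7602) lower, with 44 without S2155, 45 without S7763 and 46 without S2577.

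Of the 14 gene lists called, 0 were called with an estimated correlation (6 at an unadjusted p under 0.05) and 0 by fry, and 8 (S2577) to 16 (S7763) with each mouse left out, 9 without S2578. The adjusted p with an estimated correlation and by fry was 0.226 and 0.0774 for PPARα targets, 0.575 and 0.245 for PPAR signaling, 0.226 and 0.0754 for retinol metabolism and 0.613 and 0.41 for peroxisomal fatty acid oxidation. With each mouse left out it was 0.00824 to 0.111 for PPAR signaling, 0.0178 to 0.0905 for retinol and 0.0021 to 0.107 for the peroxisomal list. Without S7602 and S2152 it was 0.127 for PPAR signaling and 0.107 for the peroxisomal list. Over all 43 lists and 731 alternatives, 618 kept direction and call, 70 lost the call, 20 gained it and 23 reversed direction, in 11 lists that were not called in either direction and whose values are not reported. Limiting single values to the lists the text reports was decided after these reversals were seen.

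Directions reversed for genes that did not pass. The log2 fold change of *Abcd4* was -0.0042 with the number series as a covariate. That of *Il6* was -0.526 without S7602 and S2152, where *Acta2* was at -0.068. *Col1a1* was at 0.055 with voom and 0.034 with the olfactory receptor share as a covariate. With each mouse left out, ranges were -0.0764 to 0.385 for *Cpt1b*, -0.17 to 0.041 for *Cpt1c*, -0.073 to 0.099 for *Abcd4*, -0.534 to 0.353 for *Il6*, -0.25 to 0.14 for *Col1a1* and -0.0795 to 0.18 for *Acta2*. ABC transporters higher at an unadjusted p and 2-fold numbered 2, and 0 (S7602) to 4 (S2582) with each mouse left out, 1 without S7762. Solute carriers numbered 1, 6 with DESeq2 on all genes, 8 with no filter, and 0 (S7762 or S2394) to 2 (S7601) with each mouse left out. Depth limits genes such as *Cpt1b*, with 1 to 12 reads per mouse, for which no difference was detectable.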

Differences from the paper's values

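The paper's number of genes higher in *Cpt1a CKO* mice is 302, and here 118 were higher at an unadjusted p under 0.05 and 2-fold. The paper's statistics section takes P values under 0.05 as significant and its text names no fold or adjustment for these counts, while the names of the deposited sheets give a p-value of 0.05 and a fold change of 2. Among alternatives set before the data were examined, DESeq2 on all genes (421) lies within 1.5 times the paper's number, while DESeq2 on filtered genes (136), shrunken fold changes (0), RLE (118), library size (132), no filter (2002), 10 counts in every mouse (35), voom (147), a fit that was not robust (122), the number series (113), 1 surrogate variable (142), protein-coding genes alone (93) and each mouse left out (89 to 182) do not. DESeq2 on all genes limited to protein-coding genes gave 253 higher and 31 lower, and 267 and 34 without Cook's cutoff, both chosen after the values were seen, and without Cook's cutoff on all genes 445 and 98, also chosen after. Each of these 3 settings drops 51 of the paper's 302 genes, as DESeq2 on all genes does. In the authors' own deposited table, 302 protein-coding genes are higher and 35 lower at these thresholds, and over all genes 577 and 107. The numbers above count all genes unless protein-coding genes are named. So 118 and 421 are not like for like with 302, while 93 and 253 are counts of protein-coding genes. Of these 302, 178 have a mean count under 10, 194 (64.2%, against 16.7% by chance for 1 of 6 mice) are highest in mouse S7602, and 118 pass the filter used here, of which 93 were also higher at the same thresholds.

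The paper names *Abcd4* among transporters that rise, and here its log2 fold change was 0.02 (authors' p 0.872), while *Abcg5* was at 1.57 and at 0.90 without S7602. The paper ranks the PPAR pathway first among those that rise, and here the PPARα target list ranked 1 and the PPAR signaling list 7 among lists that were higher by camera. The paper's pathway analysis used genes called different and KEGG, so such ranks over lists written here are not like for like. By over-representation, which is closer to it, PPAR signaling had the lowest p of the 3 lists tested (Fisher's exact test, one-sided p = 0.000895). It had 4 genes against 0.429 by chance. But retinol metabolism had a lower p than PPAR signaling with DESeq2 (Fisher's exact test, 0.000663 against 0.00151) and without S7602 (0.000141 against 0.000293). At an adjusted p 2 genes were called, and each list held the same 1, *Cyp4a12b*. The p values there (Fisher's exact test, 0.00583 for retinol metabolism, 0.00726 for PPAR signaling) differ only by list size (53 and 66 genes), so they give no ranking. Arachidonic acid metabolism is named by the paper as raised, and here its list was not called by camera (adjusted p = 0.462) but was over-represented among the genes higher (Fisher's exact test, one-sided p = 0.00606). *Fabp1* and *Pdk4*, named as raised, were not called by edgeR and were called by DESeq2 (adjusted p = 1.28e-05 and 0.0157).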

Other observations

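Genes of cholesterol and fatty acid synthesis were lower in *Cpt1a CKO* mice as a group by limma's camera, but did not pass with an estimated correlation (adjusted p = 0.226) or by fry (adjusted p = 0.0922). All 26 had a negative log2 fold change, and 3 were lower and none higher when adjusted over the list alone. *Dhcr7*, the last reductase of cholesterol synthesis, was at 19.3 ± 3.44 CPM (SD, n = 6) in *Cpt1a CKO* mice and 26.6 ± 1.04 CPM (SD, n = 5) in floxed controls (adjusted p = 0.0485 from DESeq2), *Fdft1*, the squalene synthase, at 32 ± 4.24 against 43.5 ± 6.67, and *Srebf1*, a regulator of lipid synthesis, at 48.3 ± 11.9 against 70.4 ± 12.4. Markers of the distal convoluted and connecting tubule were lower too by camera, but not with an estimated correlation (adjusted p = 0.266) or by limma's fry (adjusted p = 0.193), with 3 of 12 lower when adjusted over the list alone. *Calb1*, a calcium-binding protein of these cells, was at 512 ± 50.5 CPM against 682 ± 161, and *S100g* at 823 ± 122 against 1180 ± 350. Nuclear subunits of oxidative phosphorylation had a median log2 fold change of -0.0975, with 67 of 70 negative and none passing. These move together (estimated correlation 0.78), so the list did not pass with that correlation (camera adjusted p = 0.717), and its mean gave an exact permutation p of 0.245.

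*Itgam*, an integrin of myeloid cells, was at 0.404 ± 0.12 CPM (SD, n = 6) in *Cpt1a CKO* mice and 0.111 ± 0.0497 CPM (SD, n = 5) in floxed controls. *Clic6*, *Rab30* and *Gpc3* were higher in 6 of 6 *Cpt1a CKO* mice than in every control, and *Bhmt2* and *Bglap3* lower, which partly follows from their choice among the 10 genes with the smallest p, and none passed with edgeR (adjusted p 0.148 to 0.263), while DESeq2 called all 5 (adjusted p up to 0.00401) and edgeR with no filter called *Clic6* (adjusted p = 0.0115). Markers the paper names for other methods did not pass. Their log2 fold changes here were 1.23 for *Havcr1*, 0.22 for *Adgre1*, 0.72 for *Il1b*, -0.05 for *Col1a1*, 0.24 for *Col1a2* and 0.07 for *Acta2*. The paper gives *Havcr1* and *Col1a2* by qPCR in injured or obstructed kidneys, not aged ones. In aged mice it gives *Il1b* by qPCR and collagen I by staining, both without a difference. Its macrophage staining rose in aged *Cpt1a CKO* mice, while *Adgre1*, which encodes the stained antigen, had an adjusted p of 0.93 from edgeR. Staining reads protein, so it is not like for like with RNA. For *Acta2* its text lists primers alone. The lists for fibrosis (adjusted p = 0.164), senescence (0.318) and cytokines (0.0657) were not called by limma's camera. Fibrosis was called without S7601, S2155 or S7602 (lowest 0.0182), and cytokines without S7601, S2582, S2394 or S7763 (lowest 0.0178).

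PPARα target genes were higher in *Cpt1a CKO* mice by amounts that differed between them, and the test of *Cpt1a* within *Cpt1a CKO* mice was chosen only after the result was seen. With the olfactory receptor share as a covariate the median log2 fold change was 0.356 against 0.364, which argues against genomic DNA. *Cpt1a* and the target mean had Spearman's rho of 0.371 over 6 mice (exact permutation p = 0.497) and Pearson's r of 0.579 (exact permutation p = 0.222), 0.847 without S7602 and S2577. Since *Cpt1a* is itself a target of PPARα, this leaves *Cpt1a* in unrecombined cells open as a source of the differences between mice. The mean of 11 glucocorticoid targets differed by -0.0611 (exact permutation p = 0.794), which is under the 0.1 that was set beforehand to argue against a fasted or stressed state. Its 95% interval of -0.533 to 0.411 includes the 0.2 predicted, so this state is left open, by a rule on the spread added after the result was seen.

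Over the same 6 mice the target mean and that of cholesterol and fatty acid synthesis had Pearson's r of -0.958 (exact permutation p = 0.00417, adjusted p = 0.0125 over 3 relations) and Spearman's rho of -0.943 (exact permutation p = 0.0167, adjusted p = 0.0501), and r was -0.806 without S2155 and S2577. *Cpt1a* and cholesterol synthesis had r of -0.658 (exact permutation p = 0.161) and rho of -0.6 (exact permutation p = 0.242). Without the 2 farthest mice that r was -0.81. These relations with cholesterol synthesis were not planned beforehand. The floxed controls did not show the inverse relation of the target mean and synthesis mean. Their values, in that order, were -0.174 and -0.177 (S2152), -0.096 and -0.005 (S7601) and 0.131 and 0.2 (S7762). For S2582 they were 0.271 and 0, and for S2578 -0.132 and -0.019.

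The real split was compared with others of the mice into 6 and 5, 100 in all with the real one. The limit set beforehand was a result as large in fewer than 5 of 100 splits. It was met for the genes higher at an adjusted p under 0.05 (1 split with as many, real value 2, highest other 1). It was also met for the means of PPARα targets (1 split, 0.606, highest other 0.565) and cholesterol synthesis (1 split, 0.368 in size, highest other 0.354). The same held for macrophage markers (2 splits, 0.441, highest other 0.471) and mitochondrial fatty acid oxidation (3 splits, 0.184, highest other 0.205). These lists ranked 1, 2, 3 and 5 by camera on the same mice, and no adjustment was made over the results compared. Chance is therefore not excluded for them. The limit was not met for the number of genes lower at an adjusted p under 0.05 (9 splits, 1, highest other 2). Nor was it met for the genes higher at an unadjusted p and 2-fold (26 splits, 118, highest other 300) or those lower (90 splits, 28, highest other 316). It was not met for the 14 lists called (7 splits, highest other 17), so chance was not excluded for these numbers. The 1 gene lower was *Cpt1a*, the deleted gene, and the split count concerns the number of genes, not *Cpt1a* itself. It was at 38.4 to 97.3 CPM in *Cpt1a CKO* mice and 418 to 548 CPM in floxed controls (exact permutation test, two-sided p = 0.00216). Splits that call many more genes than the real one point to a structure of the samples. With S7602 in the group of 6, the median was 91 genes higher and 50 lower, and in the group of 5 it was 52 and 96.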
